# Uncoupling Insulin Sensitivity From Longevity: A Sex‐Dependent Effect of Hepatic Glucagon Signaling

**DOI:** 10.1111/acel.70349

**Published:** 2026-01-02

**Authors:** Alexander Tate Lasher, Ben Heckman, Parth Sarker, Kaimao Liu, Liou Y. Sun

## Abstract

Glucagon, a key hormone in maintaining euglycemia during fasting, also exerts broad metabolic effects, including regulation of lipid oxidation, adiposity, insulin sensitivity, and metabolic rate. However, its role in aging and longevity remains largely unexplored, a significant omission given the extensive research on dietary restriction and insulin signaling in lifespan modulation. Here, we investigated the impact of hepatic glucagon receptor (GCGR) signaling on lifespan using a liver‐specific GCGR knockout (LKO) mouse model. While male LKO mice exhibited normal lifespan, female LKO mice displayed a significant reduction in survival. Strikingly, and in contrast to prevailing expectations based on metabolic improvements, this shortened lifespan in females occurred despite marked enhancements in metabolic health, including reduced body weight and adiposity, preferential glucose oxidation, elevated metabolic rate, and enhanced glucose tolerance and insulin sensitivity throughout adulthood. Underpinning this detrimental outcome, transcriptomic and biochemical analyses revealed a striking, female‐specific activation of pro‐inflammatory pathways, notably NF‐κB and cGAS‐STING signaling, in the liver and kidney of aged LKO mice as well as reduced expression of hepatic xenobiotic metabolism genes. These findings identify a novel, sexually dimorphic role for the hepatic glucagon receptor in regulating lifespan, linking its interruption in females to late‐life inflammation and reduced longevity despite an otherwise beneficial metabolic phenotype.

## 1 Introduction

Glucagon, classically considered a counter to insulin action, is a 29 amino acid peptide secreted from the α‐cells within the pancreatic islets of Langerhans. Hypoglycemia induced during fasting or amino acid cues trigger the release of glucagon where it enters systemic circulation (Ohneda et al. 1969; Unger et al. 1969) and elicits its physiological effect by binding the glucagon receptor (GCGR). Canonical glucagon action involves glucagon binding the GCGR, stimulating intracellular cAMP accumulation and subsequent phosphorylation of the cAMP response element binding protein (CREB) (Herzig et al. 2001; Jelinek et al. 1993), and ultimately elevating blood glucose by inducing the transcription of gluconeogenic and glycogenolytic genes (Habegger 2022). Apart from its role in maintaining glycemia between feedings, both agonism (Kim et al. 2018) and deletion (Sørensen et al. 2006) of the GCGR are known to improve insulin sensitivity demonstrated by greater reductions in blood glucose following an insulin challenge. Further, glucagon is also known to acutely elevate energy expenditure in both rodents (Davidson et al. 1960) and humans (Nair 1987), and stimulate hepatic lipolysis (Longuet et al. 2008; Perry et al. 2020). These previous reports indicate that glucagon is a broad and physiologically relevant regulator of fasting metabolism.

Dietary restriction is among the longest studied and most well‐known avenues for extending mammalian lifespan (Swindell 2012). However, despite glucagon's involvement in fasting responses, its action has yet to be rigorously studied in the context of aging. While fasting is known to stimulate glucagon secretion and GCGR activation, impaired glucagon responses have also been observed in extremely long‐lived growth hormone‐deficient mice (Lasher and Sun 2023). This gap in understanding prompted us to directly investigate glucagon's role in aging using liver‐specific GCGR knockout (LKO) mice.

We found that LKO mice exhibited improved metabolic health, including reduced body fat and enhanced insulin sensitivity, traits typically linked to extended lifespan. Unexpectedly, female LKO mice displayed significantly reduced survival, whereas male lifespan remained unaffected. Transcriptomic and western blot analyses revealed female‐specific activation of pro‐inflammatory NFκB and cGAS‐STING pathways and reduced expression of hepatic xenobiotic metabolism genes in aged LKO females, changes absent in males and controls. These findings uncover a sexually dimorphic role for hepatic GCGR signaling in longevity, linking its disruption in females to late‐life inflammation, impaired stress responses, and reduced survival despite what might typically be considered metabolic benefits. Our results challenge the assumption that enhanced insulin sensitivity universally extends lifespan and highlight the need to consider sex‐specific mechanisms in aging research.

## 2 Results

### 2.1 Female Mice Lacking the Hepatic GCGR Are Short Lived

We employed a previously detailed mouse model of Cre/LoxP mediated liver‐specific GCGR disruption and validated the specificity of this knockout using tissues known to express the GCGR (Beaudry et al. 2019). Consistent with the original report of this model (Longuet et al. 2013), GCGR expression was only reduced in the liver (Figure S1a,b). To gauge the consequence of interrupted GCGR signaling, we evaluated the lifespan of mice with liver‐specific GCGR deficiency (LKO) and the lifespan of Cre negative (CRE‐) controls. When the sexes were combined, LKO mice displayed no difference in lifespan (CRE‐ median 804 days, LKO median 755 days; Figure 1a). When sexes were analyzed separately, male mice displayed no differences in lifespan (CRE‐ median 801 days, LKO median 785 days, Figure 1b,c) while female LKO mice displayed significantly shorter lifespans (CRE‐ median 813 days, LKO median 685 days—a 19% reduction; Figure 1b,d). While no differences were detected between the sexes in our CRE‐ mice, female LKO mice were also significantly shorter lived compared to male LKO mice (female LKO median 685 days, male LKO 785 days—a 15% reduction, Table 1).

**FIGURE 1:**
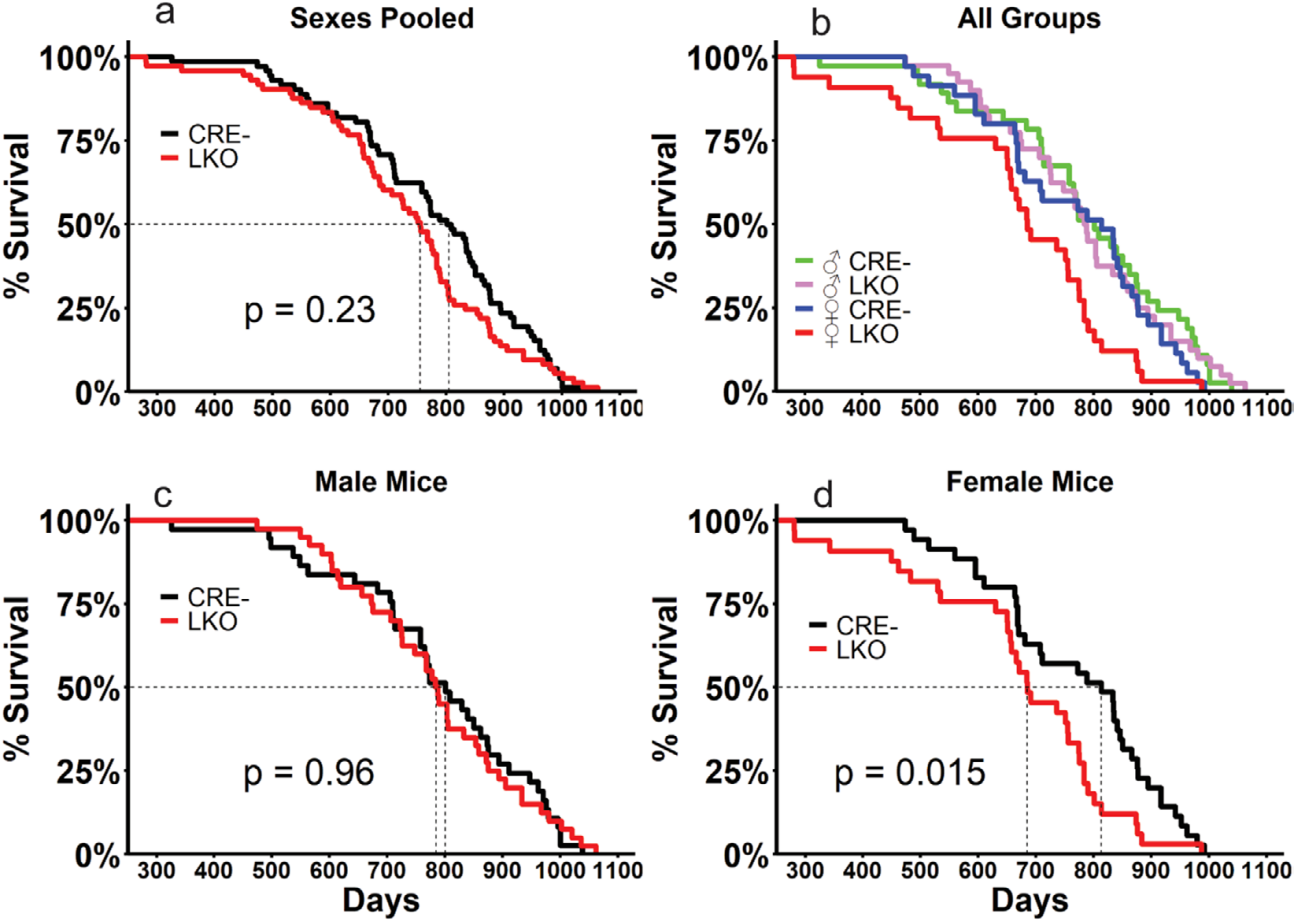
Female mice lacking the hepatic GCGR are short lived. Kaplan–Meier survival curves for male and female mice with functional hepatic GCGR signaling (CRE‐) or with a liver‐specific GCGR knockout (LKO) pooled together (a), all groups assessed (b), male mice (c) and female mice (d). *p*‐values presented represent the effect of genotype as determined by logrank test. Additional statistical analyses of lifespan are provided in Table 1. *n* = 33–40 per group.

**TABLE 1:** Lifespan analysis of mice.

Sex	Genotype	Median lifespan	Logrank *p*‐value	Cox proportional hazard		Maximal lifespan	
				Hazard ratio	*p*	75th *p*‐value	90th *p*‐value
Pooled	CRE‐ (*n* = 72)	804 days	NS	1	NS	NS	NS
	LKO (*n* = 73)	755 days		1.2202			
Male	CRE‐ (*n* = 37)	801 days	NS	1	NS	NS	NS
	LKO (*n* = 40)	785 days		1.0103			
Female	CRE‐ (*n* = 35)	813 days	0.0150	1	0.0160	0.0247	0.0553
	LKO (*n* = 33)	685 days		1.8391			
Male CRE‐ (*n* = 37)		801 days	NS	1	NS	NS	NS
Female CRE‐ (*n* = 35)		813 days		1.3703			
Male LKO (*n* = 40)		785 days	0.0042	1	0.0051	0.0169	0.0351
Female LKO (*n* = 33)		685 days		2.0019			

Cox proportional hazard analysis of pooled sexes revealed no significant differences in the hazard ratio between CRE‐ and LKO mice when sexes are pooled or when males are analyzed (Table 1). Female LKO mice displayed a significantly greater hazard ratio of 1.8391 compared to female CRE‐ mice (Table 1). No significant difference was observed in the hazard ratio of female CRE‐ mice relative to male CRE‐ mice, the female LKO hazard ratio was significantly greater compared to male LKO mice (Table 1). Quantile regression (Wang et al. 2004) was employed to evaluate survival at the upper percentiles (75th and 90th) of life. Female LKO survival was significantly shorter at the 75th percentile compared to CRE‐ females, and a trend (*p* = 0.0553) was observed for reduced survival at the 90th percentile (Table 1). Female LKO survival at the 75th and 90th percentile was significantly shorter compared to male LKO mice (Table 1). No differences in maximal lifespan were detected for any of the other groups evaluated.

### 2.2 Hepatic GCGR Deficiency Protects Against Age‐Associated Obesity

Body weight was comparable during the first 3 months of age in male mice (Figure 2a) and first 8 months of age in female mice (Figure 2b). Beyond these ages, LKO mice weighed significantly less than their sex‐matched CRE‐ controls. Body composition analysis at 1 year of age revealed significant reductions in body fat mass of male and female LKO mice, as well as significant elevations in female LKO lean mass (Figure 2c,d). Body fat mass and lean mass were analyzed with body weight as a covariate to control for the allometric relationship these compartments display (Tschöp et al. 2011). After accounting for the dramatic differences in body weight at 1 year old, fat mass was significantly reduced, and lean mass was significantly elevated in male and female LKO mice (Figure 2e–h). In advanced age, this difference in body composition was obvious as 21–22‐month‐old LKO mice displayed notably smaller subcutaneous and visceral white adipose depots (Figure 2i). The ratio of all white adipose depot weights to bodyweight were significantly reduced in LKO males and females, as was the male LKO brown adipose depot (Figure 2j,k). The ratio of brain, kidney, and pancreas weight to body weight was significantly elevated in male and female LKO mice, while the heart and liver weights to body weight ratios were also elevated in female LKO mice (Figure 2j,k). Unadjusted organ weights largely followed this pattern (Figure S2a,b). It is also worth noting the damaged and irregular appearance of the female kidneys (Figure S2c) and liver (Figure S2c,d).

**FIGURE 2:**
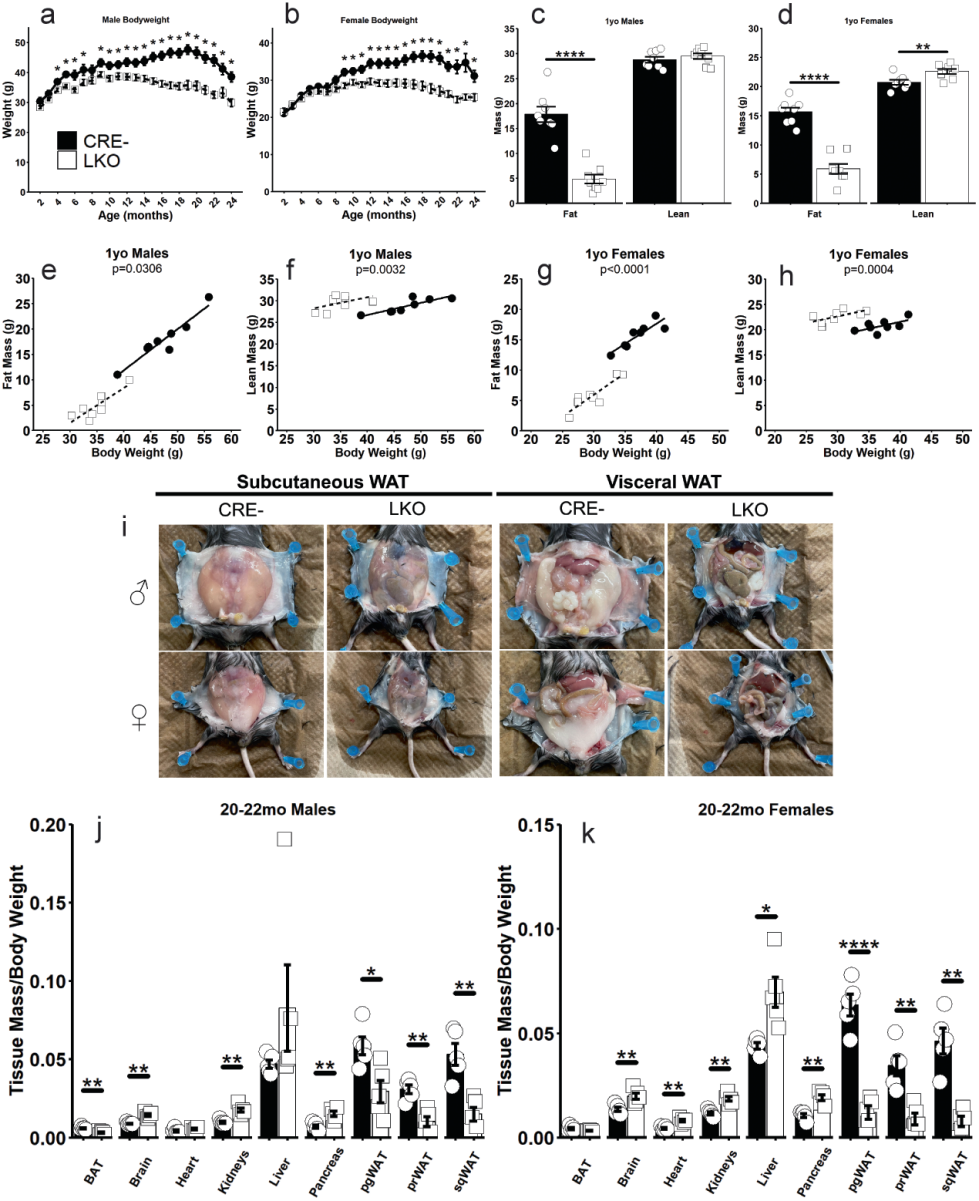
Hepatic GCGR deficiency protects against age‐associated obesity. Longitudinal bodyweights of male (a) and female (b) mice. Fat and lean mass assessed by QMR in 1‐year old male (c) and female (d) mice. Male fat mass (e) and lean mass (f) or female fat mass (g) and lean mass (h) were analyzed with bodyweight as a covariate to control for the allometric effect of reduced body weight on body composition. Representative images of white adipose tissue (WAT) depots observed during dissection (i). Organ tissue mass to body weight ratio recorded during dissections of male (j) and female (k) mice. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two‐tailed *t*‐test (c, d, j, k) or by two‐way ANOVA with Tukey HSD post hoc comparisons (a, b). *p*‐values presented (e–h) represent the main effect of genotype after controlling for the effect of bodyweight as determined by ANCOVA. Data presented as mean ± SEM with points representing individual mice.

### 2.3 Hepatic GCGR Deletion Elevates Glucose Utilization and Insulin Sensitivity

Respiratory exchange ratio (RER), calculated during our indirect calorimetry experiments, was significantly elevated in male and female LKO mice (Figure 3a,b), suggesting increased utilization of glucose to meet organismal energy demands (Zurlo et al. 1990). Unadjusted energy expenditure was significantly lower in LKO males and females (Figure S3a,b). After adjusting for the dramatic differences in bodyweight, energy expenditure was elevated in male LKO mice (Figure 3c) and a significant interaction effect of genotype and bodyweight on energy expenditure was detected in female LKO mice (Figure 3d), indicating that increases in bodyweight result in more dramatic elevations in energy expenditure in LKO females compared to CRE‐ females. Ambulatory activity was comparable in male mice, and significantly lower during the dark cycle in female LKO mice (Figure S3c,d). Interestingly, LKO males and females consumed significantly more food compared to CRE‐ mice (Figure S3e,f) suggesting that reduced food consumption does not account for the bodyweight difference observed in our mice. To further probe nutrient utilization in these mice, glucose and fat oxidation (GOX and FOX, respectively) were estimated during our indirect calorimetry experiments according to the work of Simonson and DeFronzo (1990). GOX rate was significantly elevated (Figure 3e,f), and FOX rate was significantly reduced (Figure 3g,h) in LKO mice during light, dark, and the total calorimetry experiment. Intraperitoneal (IP) glucose tolerance testing revealed significantly lower blood glucose at nearly all time points assessed following a glucose challenge in both male and female LKO mice (Figure 3i,j). IP insulin tolerance testing revealed markedly enhanced insulin sensitivity, with blood glucose being lower at all time points assessed following an insulin challenge in male and female LKO mice (Figure 3k,l).

**FIGURE 3:**
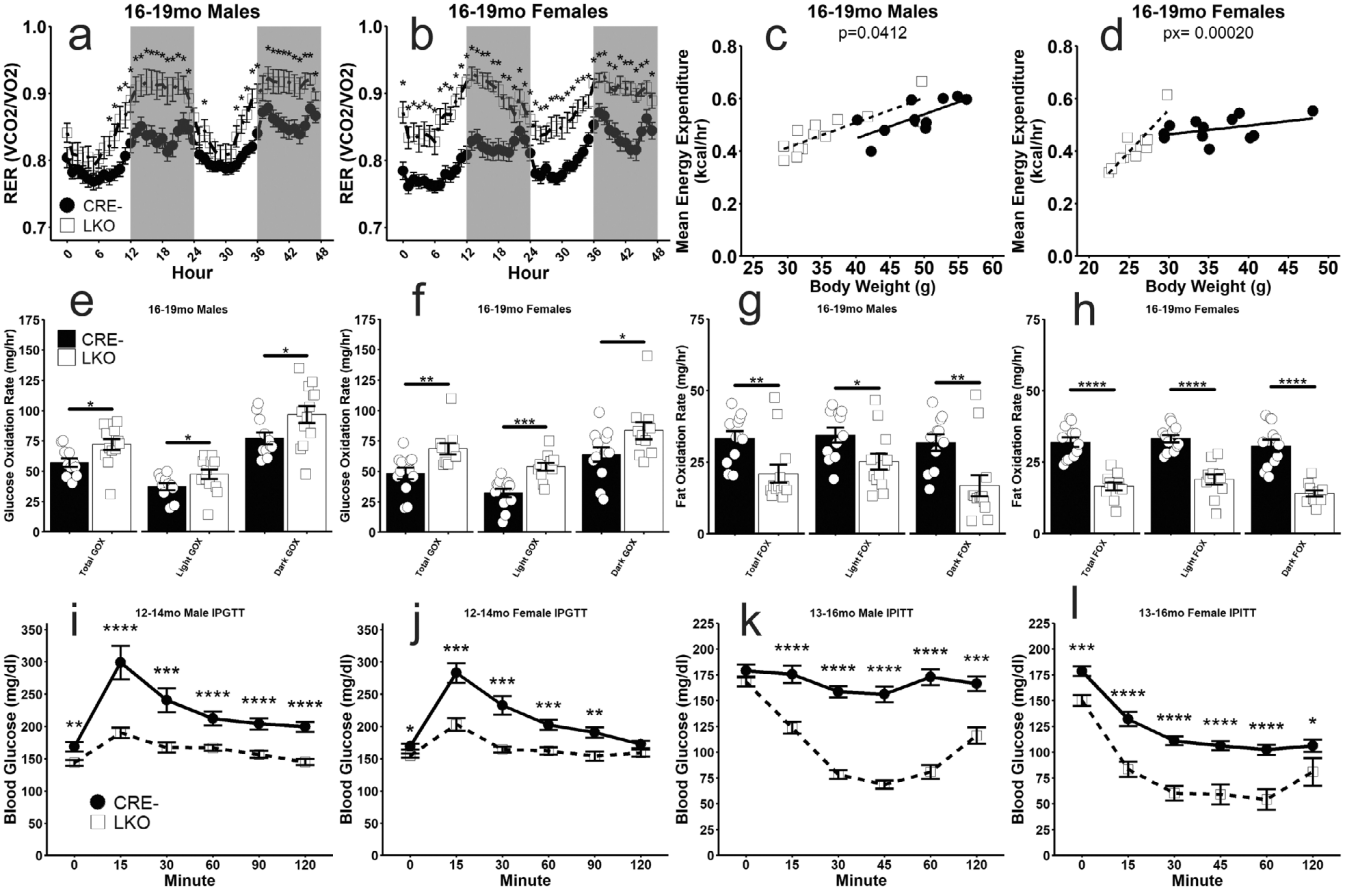
Hepatic GCGR deletion elevates glucose utilization and insulin sensitivity. Respiratory exchange ratio (RER) recorded during indirect calorimetry in male (a) and female (b) mice. Mean energy expenditure calculated during the indirect calorimetry experiment, with bodyweight as a covariate in male (c) and female (d) mice. Mean rates of glucose oxidation (e, f) and fat oxidation (g, h) calculated as detailed in the methods section, for male and female mice as indicated. Intraperitoneal glucose tolerance tests (IPGTT) in overnight fasted male (i) and female (j) mice. IP insulin tolerance tests (IPITT) in non‐fasted male (k) and female (l) mice. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two‐tailed *t*‐test (c–h) or by two‐way ANOVA with Tukey HSD post hoc comparisons (a, b, g–j). *p*‐values presented indicate the main effect of genotype, and Px indicates the interaction of genotype and bodyweight as determined by ANCOVA. Data presented as mean ± SEM with points representing individual mice. *N* = 11–24 per group.

### 2.4 Increased Inflammatory Gene Expression in Female Mice Lacking the Hepatic GCGR

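Liver RNA from 16 mice was sequenced, from 4 male CRE- controls, 4 male LKO mice, 4 female CRE- controls and 4 female LKO mice aged 20 to 22 months. The authors deposited the count of reads on each gene, without normalization, with the position of each gene on GRCm39. Between 33268424 and 56488920 reads per mouse were counted on genes. The median was 44288170 in male CRE- controls, 38475729.5 in male LKO mice, 46840916 in female CRE- controls and 37348750.5 in female LKO mice. Of the 41079 genes in the table, 16742 passed edgeR's filter on low counts, and these held at least 99.87% of the reads of each mouse. Counts were normalized by TMM, which scales each library by a trimmed mean over genes, and are given as CPM (counts relative to the library total). The 16 libraries were fitted together by edgeR's quasi-likelihood test, with LKO mice compared with sex-matched CRE- controls and the sex difference tested as an interaction. The targeted gene, Gcgr, was at 187.7 ± 20.9 CPM (SD, n = 4) in female CRE- controls and 98.2 ± 36.6 CPM (SD, n = 4) in female LKO mice. Its log2 fold change in females was -0.93 (SE 0.25, adjusted p = 0.0443 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every female LKO mouse was below every female control. With 1 female mouse left out at a time, the adjusted p from this test was between 0.0225 and 0.136 and was above the threshold of 0.05 in 7 of the 8 fits. The log2 fold change in those fits was between -1.11 and -0.69, the latter without female LKO replicate 1. In males, Gcgr was at 175.1 ± 31.8 CPM (SD, n = 4) in controls and 135.7 ± 18.3 CPM (SD, n = 4) in LKO mice, and the values of the groups overlapped. The overlap came from male CRE- replicate 3, at a log2 CPM of 6.99 against 7.57 to 7.59 in the other male controls. The male log2 fold change was -0.37 (SE 0.24, adjusted p = 0.671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without male CRE- replicate 3 it was -0.51, and it did not pass the threshold in any fit that left out a male mouse. The difference between the sexes was -0.57 in log2 (adjusted p = 0.412 from the same edgeR test and adjustment), and -0.31 without female LKO replicate 1. The count covers the whole gene, including exons outside the deleted segment. Xist was between 137 and 399 CPM in the female libraries and at most 0.243 CPM in the male libraries. Ddx3y was between 38.5 and 91.5 CPM in the male libraries and had no reads in the female libraries, so each library carried the transcripts of its labelled sex.

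**Figure D1:**
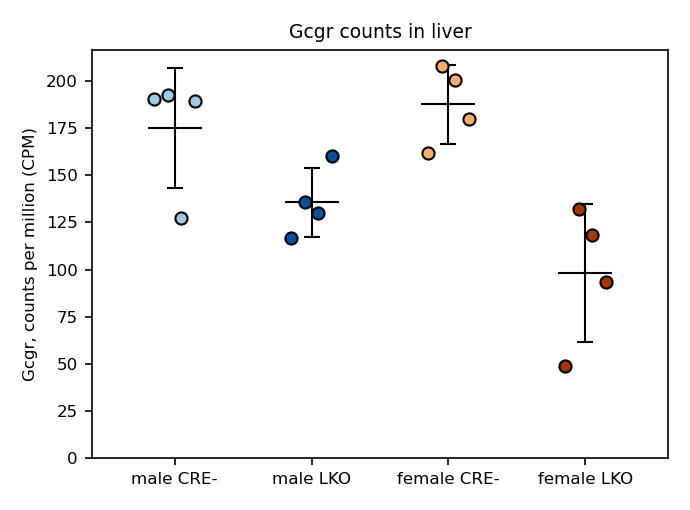
Gcgr in CPM (vertical axis, from 0) in each of the 16 livers, by sex and genotype. Points are mice, and bars are the mean and SD of the 4 mice of a group. The 4 female LKO livers, from 48.8 to 131.9 CPM, sit below the 4 female CRE- livers, while the male groups overlap through male CRE- replicate 3.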

We carried out bulk RNA‐sequencing on the livers of 20–22‐month‐old male and female mice to identify potential mechanisms for the differential survival we observed in our colony. Compared to CRE‐ controls, we detected 339 differently expressed genes (DEGs) in male LKO mice (Figure 4a) and 1812 DEGs in female LKO mice (Figure 4b). Of these DEGs, 206 were unique to the male LKOs, 1679 were unique to the female LKOs, and only 133 were shared between male and female LKOs (Figure 4c) indicating striking sex‐specific differences. 

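With a threshold of 0.05 on the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 76 genes differed in male LKO mice, 37 higher and 39 lower. In female LKO mice 710 genes differed, 350 higher and 360 lower. At an unadjusted p under 0.05 there were 1595 genes in males and 3584 in females, where 837 would be expected by chance in each. The counts depended on the method. DESeq2's Wald test gave 337 genes in males (165 higher, 172 lower) and 1777 in females (1054 higher, 723 lower). With each sex fitted alone in edgeR there were 107 genes in males and 119 in females. The counts also moved with single mice. The male count was 28, 32, 26 and 49 without CRE- replicates 1 to 4, and 43, 41, 39 and 40 without LKO replicates 1 to 4. The female count was 385, 87, 122 and 110 without CRE- replicates 1 to 4, and 237, 1310, 536 and 404 without LKO replicates 1 to 4. Among the genes whose LKO and control values did not overlap, the 5 higher genes with the smallest p in males were Phgdh, Asns, Cyp39a1, Psat1 and Adm2. Lower genes with small p included Pstpip2, Pde4b, Mfsd2a and Scd1. Asns, on chromosome 6 of GRCm39 from 7675169 to 7693209, rose from 0.585 ± 0.181 CPM (SD, n = 4) to 46.97 ± 28.4 CPM (SD, n = 4) in males. Its log2 fold change was 6.32 (SE 0.68, adjusted p = 0.000425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 5.80 and 6.56 with each male mouse left out. Pstpip2, on chromosome 18 from 77882250 to 77971462, fell from 48.5 ± 5.07 CPM (SD, n = 4) to 15.8 ± 0.636 CPM (SD, n = 4), a log2 fold change of -1.62 (SE 0.18, adjusted p = 0.000425 from the same edgeR test and adjustment). Adm2 had no reads in male controls and was at least 29.1-fold higher in male LKO mice. In females the corresponding genes were Baalc, Asns, Lhx6, Nek2 and Wnt10a, which were higher, and Ces3b, Gm32840, Chic1, Dct and Gm15337, which were lower. Ces3b, on chromosome 8 from 105810365 to 105820561, fell from 113.2 ± 19.1 CPM (SD, n = 4) to 12.0 ± 4.71 CPM (SD, n = 4) in females. Its log2 fold change was -3.23 (SE 0.35, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between -3.48 and -3.00 with each female mouse left out. Baalc had at most 2 reads in any female control and was at least 22.5-fold higher in female LKO mice.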

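The lists of DEGs shared 39 genes, against 3.22 expected by chance over the genes tested (Fisher's exact test, odds ratio 25.1, p = 1.63e-33, two-sided). All 39 changed in the same direction in both sexes. A further 37 genes passed the threshold in males alone and 671 in females alone. Of the 671, 432 (64.4%) had the same sign in males and 145 had an unadjusted male p under 0.05. Those higher in females had a median log2 fold change of 2.00 in females and 0.00 in males, and those lower had -1.06 in females and -0.26 in males. Of the 37, 29 had the same sign in females. A gene past the threshold in a single sex is not by that shown to differ between the sexes, so the difference was tested as an interaction of sex and genotype. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test of that interaction with Benjamini-Hochberg adjustment, while 2672 genes had an unadjusted p under 0.05. Of the 671 genes, 477 had an unadjusted interaction p under 0.05. These genes were picked on the same libraries for passing in females and not in males. That number and the medians above are therefore in part fixed by the choice. With DESeq2's Wald test the lists shared 130 genes and 369 genes passed the interaction, 270 of them higher and 99 lower in females relative to males. Without female CRE- replicate 2, 13 genes were shared, and without female LKO replicate 4, 49 were. The interaction gave 14 genes without male LKO replicate 1, 14 without female LKO replicate 3 and 10 without female LKO replicate 2. It gave 2 genes without male CRE- replicate 2 and 2 without female LKO replicate 4. Across all genes tested, the fold changes of the sexes had a Pearson r of 0.0950 and a Spearman rho of -0.0361. These are across genes, which are not independent replicates.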

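Because the hallmark sets were not available, 25 mouse Reactome sets on inflammation, oxidative metabolism, xenobiotics and the cell cycle were tested in their place. Genes were ranked by the DESeq2 Wald statistic, and 96.7% of the genes tested could be paired with the Entrez numbers that the sets use. Preranked enrichment with fgsea gave 18 sets past an adjusted p of 0.05 in male LKO mice, 10 higher and 8 lower. In female LKO mice it gave 19 sets, 11 higher and 8 lower. Of the 35 splits of the 8 mice of a sex into 2 groups of 4, with the real split included, 3 in males and 5 in females gave as many sets. Fgsea takes genes as independent. With limma's camera and a preset correlation between genes there were 15 sets in males and 17 in females. With fry, which takes the correlation from the libraries, no set passed in males, where 4 had an unadjusted p under 0.05. Xenobiotics and Mitotic Prometaphase passed under fry in females. Without female LKO replicate 1 the female count under fgsea was 12, and without male CRE- replicate 1 the male count was 12.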

Gene set enrichment analysis, querying the hallmark gene sets curated from the Molecular Signatures Database (Castanza et al. 2023), revealed 10 upregulated and 10 downregulated hallmark gene sets in male LKO mice (Figure 4d), and 19 upregulated and 7 downregulated gene sets in female LKO mice (Figure 4e). Inspection of these results revealed that the hallmark inflammatory response, interferon gamma response, complement, and oxidative phosphorylation were oppositely regulated in LKO males and females. 

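The interferon gamma signaling set of 93 genes had a normalized enrichment score (NES) of -1.84 in male LKO mice (adjusted p = 0.000284 from fgsea with Benjamini-Hochberg adjustment) and 1.91 in female LKO mice (adjusted p = 1.53e-05 from fgsea with Benjamini-Hochberg adjustment). Without female LKO replicate 1 the female NES was 1.30 and did not pass. Without male CRE- replicate 4 the male NES was -1.11 and did not pass. The innate immune system set of 503 genes had an NES of -1.36 in males and 1.96 in females, both past the threshold. The male call was lost without male LKO replicate 4, with an NES of -1.13. It was also lost with genes ranked by the edgeR statistic, with an NES of -1.1, and was -1.16 and not past the threshold after a trend with gene length was removed from that ranking. The complement cascade set of 26 genes had an NES of -1.77 in males (adjusted p = 0.00355 from fgsea with Benjamini-Hochberg adjustment) and did not pass in females, with an NES of 1.02 (adjusted p = 0.51 from fgsea with Benjamini-Hochberg adjustment). The male call did not pass without male CRE- replicate 4, with an NES of -1.24. The respiratory electron transport set of 104 genes had an NES of 2.29 in males (adjusted p = 1.17e-08 from fgsea with Benjamini-Hochberg adjustment) and -3.00 in females (adjusted p = 6.89e-22 from fgsea with Benjamini-Hochberg adjustment). The male score was 1.2 and did not pass without male CRE- replicate 3. With genes ranked by the edgeR statistic it was 2.24. It fell to 1.24 in that ranking after a trend with gene length was removed from the libraries (adjusted p = 0.183 from fgsea with Benjamini-Hochberg adjustment). The female score in that ranking was -3.11 before and -3.23 after the same step. None of these opposite scores was tested as an interaction, since each set was tested within a sex.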

Sixteen DEGs were observed in the oxidative‐phosphorylation gene set (Figure S4a) and 73 DEGs were observed in the inflammation‐related gene sets (inflammatory response, interferon gamma response, complement; Figure 4f), indicating a unique inflammatory activation in the female LKO mice. 

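The 73 inflammation-related DEGs shown in Figure 4f and the 16 oxidative phosphorylation DEGs shown in Figure S4a were examined as lists. The study chose these genes on the same libraries, so a call on the list alone is not independent evidence. In female LKO mice 25 of the 73 inflammation-related genes were past the threshold over all genes tested, all higher. All 73 passed when adjusted over the list alone, and their median log2 fold change was 1.63. In male LKO mice 1 of the 73 passed over all genes and 2 passed when adjusted over the list alone, with a median log2 fold change of -0.10. The male gene was Mthfd2, with a log2 fold change of 2.56 in males (SE 0.47) and 2.12 in females (SE 0.47). Plaur, on chromosome 7 of GRCm39 from 24161857 to 24175393, had the smallest female p of the list. It rose from 0.905 ± 0.294 CPM (SD, n = 4) in female controls to 3.78 ± 1.40 CPM (SD, n = 4) in female LKO mice, a log2 fold change of 2.05 (SE 0.43, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost the call in 3 of the 8 fits that left out a female mouse. The female count of 25 was 10, 0, 0 and 0 without CRE- replicates 1 to 4, where 73 genes had an unadjusted p under 0.05 in each of the last 3 fits. It was 2, 56, 19 and 11 without LKO replicates 1 to 4. The mean log2 CPM over the list was 2.12 ± 0.32 (SD, n = 4) in female controls and 3.70 ± 0.75 (SD, n = 4) in female LKO mice. The difference of 1.58 was above 0 in 4 of 4 LKO mice (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). In males the difference was -0.08 (exact two-sided permutation test, p = 0.971), -0.34 without male LKO replicate 1 and 0.11 without male CRE- replicate 4. The sexes differed by 1.66 (permutation of genotype within each sex, two-sided, p = 0.0331). None of the 29 lists tested in this way had an adjusted permutation p under 0.05 (Benjamini-Hochberg), the smallest being 0.0637 in females, 0.207 in males and 0.0947 for the sex difference. Within a sex this is fixed by the design, since with a smallest p of 0.0286 a list can pass that adjustment only when many lists reach the smallest p together. Without female LKO replicate 1, the highest mouse, the female difference was 1.29. The unadjusted permutation p of the sex difference was not under 0.05 in 7 of the 16 fits that left out a mouse. In the oxidative phosphorylation list 8 of 16 genes were past the threshold in females over all genes tested, all lower. When adjusted over the list alone, 15 passed. No gene of this list passed in males over all genes, where 2 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone. The female count was 4, 0, 0 and 0 without CRE- replicates 1 to 4 and 1, 12, 1 and 0 without LKO replicates 1 to 4, where at least 14 genes kept an unadjusted p under 0.05 in each fit that gave 0. The mean log2 CPM of this list was lower by -0.87 in female LKO mice (exact two-sided permutation test, p = 0.0286) and by -0.05 in male LKO mice (exact two-sided permutation test, p = 0.771). The male difference was -0.13 without male CRE- replicate 3 and 0.08 without male CRE- replicate 2. The sexes differed by -0.82 (permutation of genotype within each sex, two-sided, p = 0.0437). In 11 of the 16 fits that left out a mouse this p was not under 0.05. From the DEGs in these sets the paper concludes that the female LKO mice show a unique inflammatory activation.

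**Figure D2:**
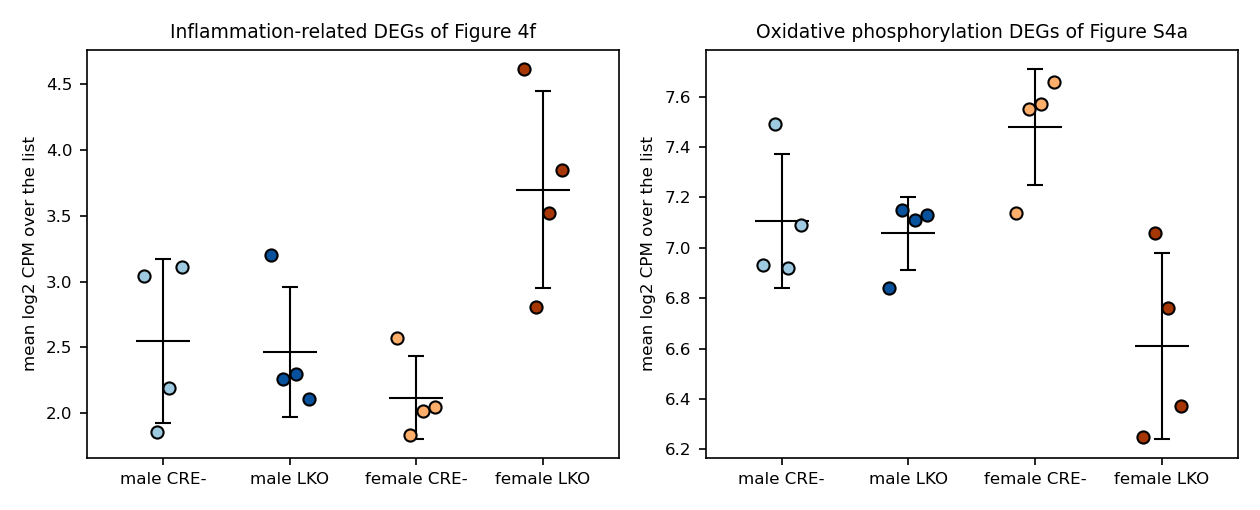
Mean log2 CPM over the 73 inflammation-related genes (left) and the 16 oxidative phosphorylation genes (right) in each of the 16 livers. Points are mice, and bars are the mean and SD of the 4 mice of a group. The female LKO livers sit above the female CRE- livers on the left and below them on the right.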

Consistent with this, gene ontology biological process overrepresentation analysis in clusters of upregulated DEGs detected multiple inflammatory processes associated with the female LKO transcriptome, while this was generally absent in the male mice (Figure S4b,c). Interestingly, fibroblast growth factor‐21 expression, a hormone whose overexpression has previously been associated with extreme longevity (Y. Zhang et al. 2012), was markedly elevated in both male and female LKO livers (Figure S4d,e). It is also noteworthy that hallmark spermatogenesis was elevated in female LKO mice (Figure 4e). 

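Fgf21 lies on chromosome 7 of GRCm39 from 45263314 to 45264914. In males it rose from 1.64 ± 0.574 CPM (SD, n = 4) in CRE- controls to 61.0 ± 34.8 CPM (SD, n = 4) in LKO mice, and every LKO mouse was above every control. The male log2 fold change was 5.21 (SE 0.87, adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it rose from 1.90 ± 0.389 CPM (SD, n = 4) to 31.2 ± 40.9 CPM (SD, n = 4), with a log2 fold change of 4.04 (SE 0.83, adjusted p = 0.0194 from the same edgeR test and adjustment). The female LKO mice differed widely, at 8.13, 24.3, 90.9 and 1.5 CPM in replicates 1 to 4. Replicate 4 was thus within the range of the controls. Without replicate 3 the female log2 fold change was 2.57, and without replicate 4 it was 4.46. With each mouse left out, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment reached 0.0700 in males and 0.0749 in females. It was above the threshold in 3 of 8 fits in each sex. With limma-voom and sample quality weights the male change was 4.98 and did not pass. The sexes differed by -1.18 in log2 (adjusted p = 0.579 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by -2.63 without female LKO replicate 3 and by -0.65 without male LKO replicate 1.

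**Figure D3:**
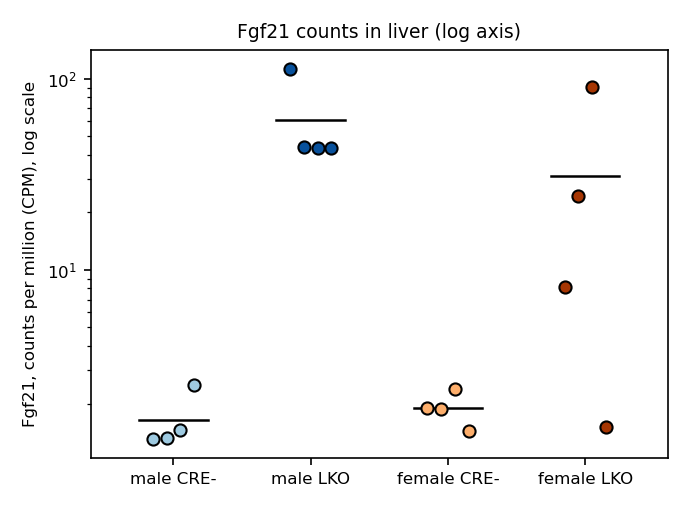
Fgf21 in CPM (vertical axis, log scale) in each of the 16 livers, by sex and genotype. Points are mice, and lines are the means of the 4 mice of a group. The male LKO livers sit between 43.3 and 113.3 CPM, and the female LKO livers spread from 1.5 to 90.9 CPM.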

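Figure S4f shows 12 DEGs of the hallmark spermatogenesis set, chosen by the study on these libraries. In female LKO mice 5 of the 12 were past the threshold over all genes tested, all higher, and 12 passed when adjusted over the list alone. In male LKO mice no gene of the list passed, whether over all genes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The female count was 1, 1, 1 and 3 without CRE- replicates 1 to 4 and 1, 7, 3 and 3 without LKO replicates 1 to 4. Nek2, on chromosome 1 of GRCm39 from 191553622 to 191565161, had the smallest p. It rose from 1.16 ± 0.348 CPM (SD, n = 4) to 5.14 ± 1.24 CPM (SD, n = 4) in females, with a log2 fold change of 2.14 (SE 0.31, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In males its log2 fold change was 0.15 (SE 0.30), and it was -0.01 without male LKO replicate 3. The mean log2 CPM of the list was higher by 1.57 in female LKO mice (exact two-sided permutation test, p = 0.0286) and by 0.28 in male LKO mice (exact two-sided permutation test, p = 0.114). The sexes differed by 1.29 (permutation of genotype within each sex, two-sided, p = 0.0408). In 10 of the 16 fits that left out a mouse this p was not under 0.05.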

Further inspection of DEGs within this gene set revealed this was driven by increased expression of genes involved in chromosome segregation (Figure S4f), potentially reflecting immune activation in this group (van den Brink et al. 2023).

**FIGURE 4:**
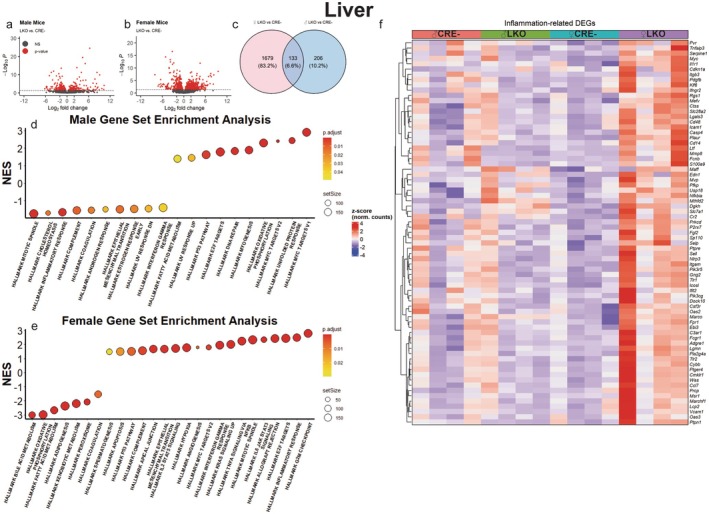
Increased inflammatory gene expression in female mice lacking the hepatic GCGR. Volcano plots of differently expressed genes (DEGs) in livers of 20–22‐month‐old male LKO (a) and female LKO (b) mice relative to sex‐matched CRE‐ mice. Venn diagram of DEGs that are shared (center) and unique (left or right) to female or male LKO mice, relative to sex‐matched controls (c). Normalized enrichment scores (NES) calculated from gene set enrichment analysis of hallmark gene sets curated from the Molecular Signatures Database for male (d) and female (e) mice. Heatmap visualization of DEGs within the hallmark inflammatory response, interferon gamma response, and complement gene sets (termed inflammation‐related), with color scale representing *z*‐scores of normalized gene counts (f). *N* = 4 per group. Fold change was calculated relative to the sex‐matched CRE‐ control group.

### 2.5 NFκB and cGAS‐STING Signaling Is Activated in Female Mice Lacking the Hepatic GCGR

To elucidate mechanisms driving the inflammatory gene expression in female liver‐specific glucagon receptor knockout (LKO) mice, we performed overrepresentation analysis of upregulated differentially expressed genes (DEGs) using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, focusing on signal transduction pathways. The NFκB signaling pathway emerged as the most enriched (Figure 5a). 

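The KEGG sets were not available, and a list of 26 target genes of NFκB was examined in their place, of which 24 were tested. In female LKO mice 2 of these, Ier3 and Plau, were past the threshold over all genes tested and 8 passed when adjusted over the list alone, and 13 had an unadjusted p under 0.05. DESeq2's Wald test called 7 genes of the list in females, all higher. In male LKO mice no gene of the list passed over all genes in edgeR, 1 passed when adjusted over the list alone and 2 had an unadjusted p under 0.05. Ier3 had a log2 fold change of 2.27 in females (SE 0.52, adjusted p = 0.0277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.47 in males (SE 0.50). It was 1.46 in females without female LKO replicate 4, and in males -0.07 without male LKO replicate 1 and 0.78 without male CRE- replicate 4. The calls on Ier3 and Plau in females were lost in 4 and 6 of the 8 fits that left out a female mouse. The mean log2 CPM of the list was higher by 0.91 in female LKO mice, in 4 of 4 mice (exact two-sided permutation test, p = 0.0286). It was higher by 0.09 in male LKO mice (exact two-sided permutation test, p = 0.857) and by 0.29 without male CRE- replicate 4. It was -0.21 in males without male LKO replicate 1. The sexes did not differ by more than the permutations gave (difference 0.82, permutation of genotype within each sex, two-sided, p = 0.153). That difference was 0.61 without male CRE- replicate 4 and 1.12 without male LKO replicate 1. In 1 of the 16 fits that left out a mouse its unadjusted permutation p was under 0.05. The Reactome set on activation of NFκB in B cells, of 64 genes, was lower in females, with an NES of -1.59 (adjusted p = 0.00862 from fgsea with Benjamini-Hochberg adjustment). It did not pass in females without CRE- replicate 4 (NES -1.04) or without LKO replicates 1, 2 or 3 (NES -1.23, -1.39 and -1.35). After a trend with gene length was removed, with genes ranked by the edgeR statistic, it was at -0.92 and did not pass. In males it had an NES of 1.38 and did not pass. The male NES was -0.81 without male CRE- replicate 3, and it passed without male CRE- replicates 2 or 4 and without male LKO replicate 3 (NES 1.77, 1.79 and 1.47). Which genes of this Reactome set carried its score was not examined. The score is therefore not a measure of NFκB activity in these livers.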

Western blot analysis confirmed elevated levels of STING, cGAS, and phosphorylated IκBα—key activators of NFκB signaling implicated in age‐related diseases—in female LKO livers, with increased phospho‐IκBα also observed in male LKO livers (Figure 5b–d). In female LKO kidneys, STING and phospho‐IκBα were significantly elevated, consistent with their inflamed appearance at dissection (Figures 5b,e,f and S2c). RT‐qPCR further revealed increased expression of immune‐related genes in female LKO kidneys, a pattern absent in males and in visceral white adipose tissue (Figures 5g,h and S5a,b). These findings highlight a female‐specific inflammatory response linked to hepatic GCGR disruption, potentially contributing to reduced lifespan.

**FIGURE 5:**
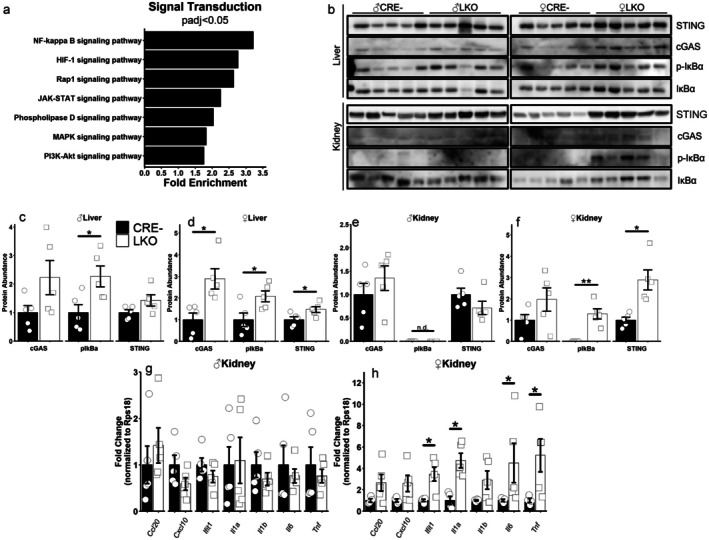
NFκB and cGAS‐STING signaling is activated in female mice lacking the hepatic GCGR. Significantly enriched terms from female DEGs detected in overrepresentation analysis of the KEGG database, with the analysis restricted to the signal transduction subcategory (a). Western blot analysis of STING, cGAS, phospho‐IκBα (Ser32), and total IκBα in the liver and kidney (b). Quantification of the indicated protein abundances in 20–22‐month‐old male (c) and female (d) livers or male (e) and female (f) kidneys. Signal intensities were normalized to total protein stain or unphosphorylated protein. Relative abundance of pro‐inflammatory mRNA transcripts, assessed by RT‐qPCR, in the kidney of 20–22‐month‐old male (g) or female (h) mice, with *Rps18* used as an endogenous control. *p < 0.05; **p < 0.01 as determined by two‐tailed t‐test (c–f) or by Mann–Whitney *U*‐test (g, h). Data presented as mean ± SEM with points representing individual mice. *N* = 4–5 per group.

### 2.6 Reduced Xenobiotic Metabolism Gene Expression in Female Mice Lacking the Hepatic GCGR

Interestingly, we also detected a significantly reduced hallmark xenobiotic metabolism gene set in our female LKO mice (Figure 4e). As changes in this gene set were not detected in our male mice and elevated xenobiotic metabolism has been observed in mice with extended lifespans (Li et al. 2013; Steinbaugh et al. 2012), we further investigated this pathway. Twenty‐nine differently expressed genes within the xenobiotic metabolism gene set were detected in our RNA‐seq dataset. 28 of these were significantly reduced in our female LKO livers (Figure 6a) while only 4 were significantly reduced in male LKO livers (Figure 6b) relative to sex‐matched CRE‐ controls. Together with the data presented in Figure 4d,e, these indicate a clear pattern of reduced xenobiotic metabolism gene expression in the short‐lived female LKO mice.

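Figure 6 shows 29 DEGs of the xenobiotic metabolism set, chosen by the study on these libraries, so a call on the list alone is not independent evidence. In female LKO mice 16 of the 29 were past the threshold over all genes tested, all lower, and 28 passed when adjusted over the list alone. In male LKO mice Esr1, Slc46a3 and Elovl5 passed over all genes, all lower, and 6 passed when adjusted over the list alone. The median log2 fold change was -0.96 in females and -0.14 in males. Papss2, on chromosome 19 of GRCm39 from 32573072 to 32644587, had the smallest female p. It fell from 295.0 ± 18.0 CPM (SD, n = 4) to 121.5 ± 36.7 CPM (SD, n = 4) in females, a log2 fold change of -1.28 (SE 0.21, adjusted p = 0.00651 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In males its log2 fold change was -0.83 (SE 0.21, adjusted p = 0.109 from the same edgeR test and adjustment). Esr1 changed alike in both sexes, by -1.32 in females (SE 0.26) and -1.33 in males (SE 0.26). Its male call was lost in 6 of the 8 fits that left out a male mouse. The female count was 9, 1, 3 and 2 without CRE- replicates 1 to 4 and 3, 22, 10 and 6 without LKO replicates 1 to 4. The male count of 3 was 0 or 1 with any male mouse left out, against 7 genes with an unadjusted p under 0.05 with all mice. The mean log2 CPM of the list was lower by -1.02 in female LKO mice (exact two-sided permutation test, p = 0.0286) and by -0.13 in male LKO mice (exact two-sided permutation test, p = 0.4). The male difference was -0.24 without male CRE- replicate 3 and -0.03 without male CRE- replicate 2. The sexes differed by -0.89 (permutation of genotype within each sex, two-sided, p = 0.0392). In 12 of the 16 fits that left out a mouse this p was not under 0.05. The Reactome xenobiotics set of 41 genes, which was not chosen on these libraries, had an NES of -2.44 in females (adjusted p = 2.14e-08 from fgsea with Benjamini-Hochberg adjustment). In males it was higher, with an NES of 2.34 (adjusted p = 5.26e-07 from fgsea with Benjamini-Hochberg adjustment).

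**Figure D4:**
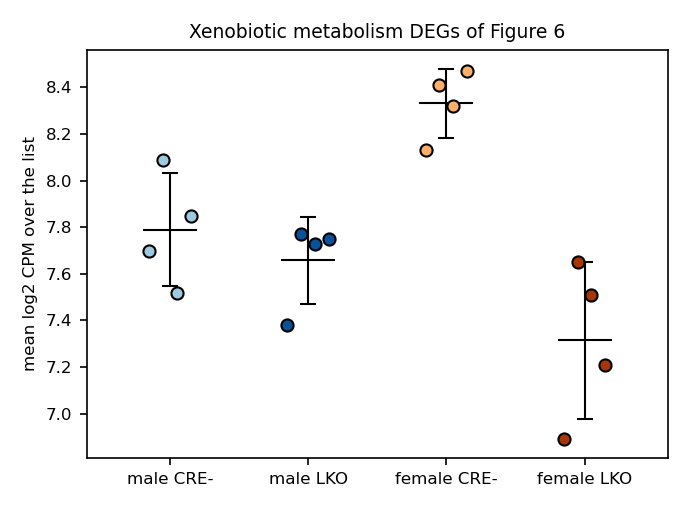
Mean log2 CPM over the 29 xenobiotic metabolism genes in each of the 16 livers. Points are mice, and bars are the mean and SD of the 4 mice of a group. The female LKO livers sit below the female CRE- livers.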

**FIGURE 6:**
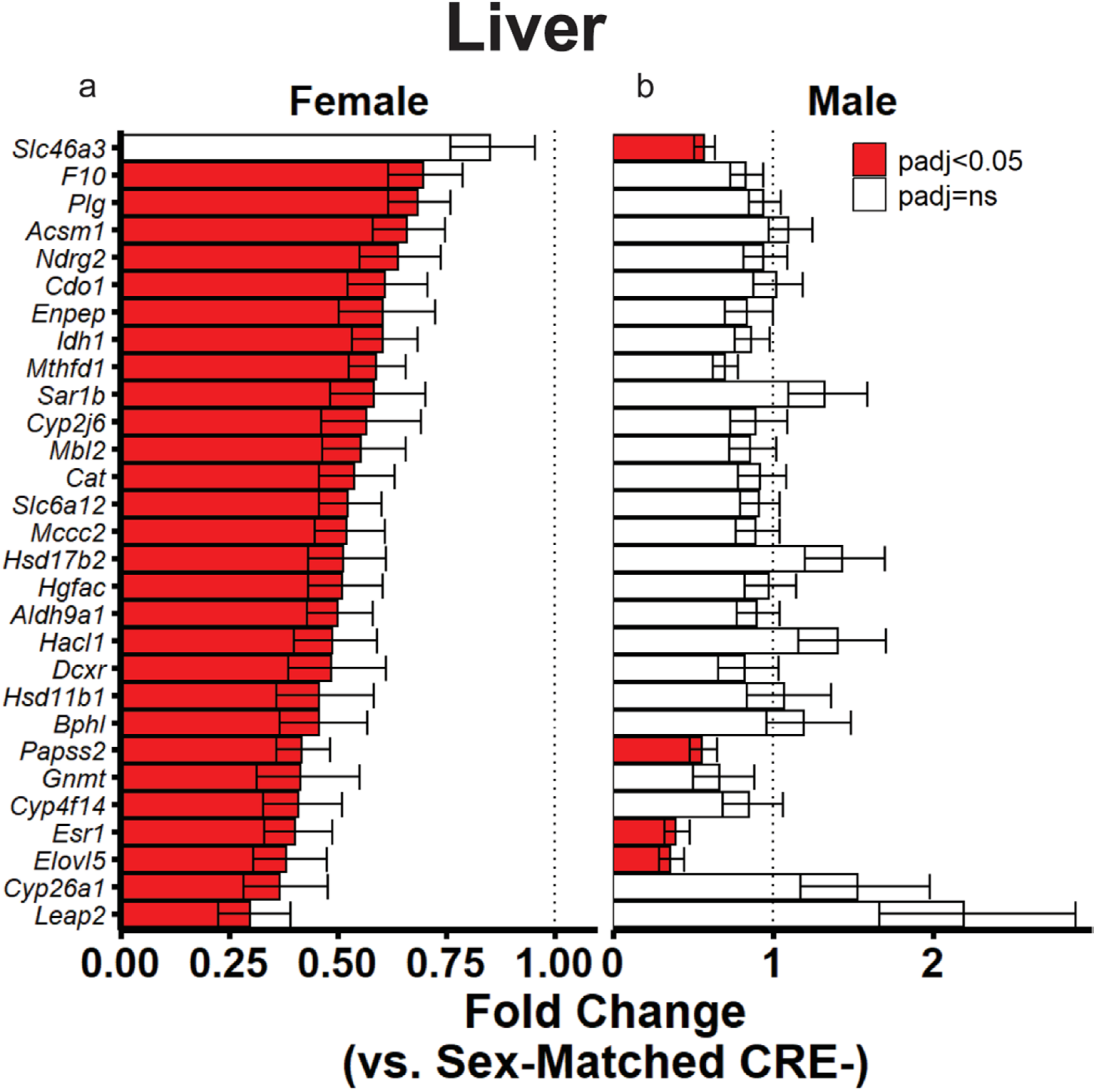
Xenobiotic metabolism gene expression is reduced in female mice lacking the hepatic GCGR. Significantly differently expressed genes related to xenobiotic metabolism in female (a) or male (b) LKO mice relative to sex‐matched CRE‐controls, calculated from DESeq2. Data presented as mean fold change ± SEM. *N* = 4 per group.

## 3 Discussion

Genetic manipulation of endocrine pathways has been pivotal in unraveling the mechanisms governing aging. Here, we show that our LKO mice exhibit a striking sexual dimorphism in lifespan: females have significantly reduced survival, whereas males are unaffected. Despite metabolic improvements in adulthood—including reduced body weight and adiposity, increased glucose oxidation, elevated metabolic rate, and enhanced insulin sensitivity—female LKO mice displayed shortened lifespans. Transcriptomic and protein analysis in female LKO mice revealed pronounced NFκB and cGAS‐STING activation and reduced xenobiotic metabolism gene expression, the upregulation of which is typically associated with extended longevity (Li et al. 2013; McElwee et al. 2004; Steinbaugh et al. 2012). This challenges the assumption that metabolic benefits uniformly extend longevity and highlights the need for sex‐specific perspectives in aging research.

Our longevity analysis showed female LKO mice have significantly reduced survival, whereas male lifespans remain unchanged. Notably, the median lifespan of control mice (804 days; 801 days for males, 813 days for females) differs from our prior reports (738 days; 653 days for males, 862 days for females (Adkins‐Jablonsky et al. 2024) or 786 days; 716 days for males, 864 days for females (Lasher et al. 2024)). This potentially reflects the loss of early‐life female survival advantage on a C57BL/6J background versus outbred mice (Cheng et al. 2019). Female LKO mice also displayed reduced maximal survival at the 75th percentile of life (although 90th percentile survival did not reach statistical significance) while no change was observed in males. This contrasts with long‐lived models such as growth hormone mutant mice (Masternak et al. 2009; Wiesenborn et al. 2014; F. Zhang et al. 2020), *Fgf21* transgenic mice (Gliniak et al. 2025; Y. Zhang et al. 2012), and those under long‐term caloric (Barzilai et al. 1998) or methionine restriction (Miller et al. 2005; Nagarajan et al. 2024), where metabolic “improvements”, especially enhanced insulin sensitivity, often correlate with extended lifespan. Our findings align with a past report by Nelson et al. (2012) that increased insulin sensitivity does not universally promote longevity and may even shorten it in mice. These results challenge the notion that metabolic benefits inherently extend lifespan and highlight the critical role of glucagon action in sex‐specific mechanisms of aging research.

Previous studies reported that whole‐body GCGR‐KO mice exhibit significantly reduced lifespan in both sexes (Yu et al. 2012). As the GCGR is predominantly expressed in the liver (Campos et al. 1994), these findings contrast with our observation of reduced lifespan only in female LKO mice. The whole‐body knockout model employed in this previous report showed off‐target effects, including a 10‐fold increase in plasma glucagon in control littermates compared to wild‐type mice from unrelated breeders (Parker et al. 2002), potentially confounding lifespan outcomes. However, a recent report by Bruner et al., using a model free of this issue (Gelling et al. 2003), also reported reduced lifespan in male GCGR‐KO mice (Bruner et al. 2025), suggesting other factors at play. We propose that residual glucagon receptor activity in non‐hepatic tissues in our LKO model may account for the sex‐specific lifespan differences, highlighting the nuanced role of tissue‐specific glucagon signaling in aging.

To investigate the differential survival in LKO mice, we examined hepatic and extrahepatic inflammatory profiles, revealing pronounced upregulation of NFκB signaling in short‐lived female LKO mice, absent in males. This aligns with prior studies linking NFκB activation to reduced lifespan and its inhibition to extended longevity in mice. Hypothalamic NFκB modulation has been shown to shorten or extend lifespan (G. Zhang et al. 2013), while reduced NFκB signaling characterizes long‐lived mutant mice and lifespan‐extending interventions (Elmansi et al. 2024), with the converse observed in lifespan‐shortening conditions (L. Y. Sun et al. 2017). Elevated cGAS and STING protein levels in female LKO liver and kidney suggest a mechanism for NFκB activation, as cGAS‐STING signaling drives NFκB activity (Balka et al. 2020) and is implicated in sex‐dependent progression of age‐related diseases (Khedr et al. 2024). These findings indicate that hepatic GCGR loss triggers female‐specific cGAS‐STING and NFκB‐mediated systemic inflammation, contributing to reduced lifespan.

Additionally, female LKO mice exhibited reduced hepatic xenobiotic metabolism gene expression, a feature absent in males. Such genes, notably cytochrome P450s, are consistently upregulated in long‐lived *C. elegans* (McElwee et al. 2004) and mouse models (Steinbaugh et al. 2012; L. Y. Sun et al. 2013), and are correlated positively with lifespan (Swindell 2007). Their suppression in female LKO mice may potentially contribute to their shortened lifespan, though pinpointing specific genes within this pathway potentially controlling lifespan remains challenging due to their diverse roles. Intriguingly, despite elevated *Fgf21* expression in both male and female LKO mice, no lifespan extension was observed, contrasting with the extended longevity in *Fgf21*‐overexpressing transgenic mice (Y. Zhang et al. 2012), particularly females. This suggests that FGF21's lifespan‐extending effects may require intact hepatic glucagon signaling.

In interpreting our data, it is important to consider that our experimental mice lacked the GCGR throughout development as well as adult life. As a result, it is unclear if these differences in lifespan we observe are the result of hepatic GCGR deficiency during a critical developmental window, or if this is the cumulative effect of lifelong hepatic GCGR inhibition. Previous research has shown that early life nutrient restriction by litter crowding before weaning is sufficient to extend lifespan (L. Sun et al. 2009), and early life growth hormone replacement during the first weeks of life is sufficient to reduce the longevity of long‐lived dwarf mice to that of WTs (Panici et al. 2010; L. Y. Sun et al. 2017). These findings demonstrate that critical developmental windows exist which can dramatically alter the aging process. This presents a key limitation in our model as the GCGR's impact during these windows can't be assessed. Future studies temporally controlling GCGR deletion are warranted to dissect the impact of lifelong versus adulthood GCGR interruption.

## 4 Methods

### 4.1 Mice

Male and female mice with a liver specific deletion of the hepatic glucagon receptor have been previously described (Longuet et al. 2013) and were acquired from the laboratory of Dr. Daniel J. Drucker through a standard material transfer agreement. 

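Gcgr, which encodes the glucagon receptor, lies on the forward strand of chromosome 11 of GRCm39. Its canonical transcript in the GENCODE annotation runs from 120421335 to 120429815 and has 14 exons with 2152 bases. Exons 6 to 12 lie between 120427288 and 120428876 and hold 783 of these bases (36.4%). A transcript of the deleted allele can therefore keep up to 63.6% of the exonic length, a log2 ratio of -0.65 if its amount were unchanged. A count of reads over the whole gene therefore need not fall to 0 when these exons are removed, provided that such a transcript is kept.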

Briefly, mutant mice with LoxP sites surrounding exons 6–12 of the *Gcgr* (“floxed‐*Gcgr*” mice) were mated with Albumin‐Cre mice (Jackson Labs Strain #003574) to produce floxed‐*Gcgr* mice either expressing or not expressing the Albumin‐Cre transgene. Floxed‐*Gcgr* mice expressing Albumin‐Cre lack the hepatic glucagon receptor and were termed LKO mice. Floxed‐*Gcgr* mice without Albumin‐Cre retain functional glucagon receptors and were termed CRE‐ mice. All mice were maintained on a C57BL/6J genetic background.

Mice were weaned from their mothers at 21 days old, separated by sex, and group housed at a density of 5–7 individuals per cage in a specific pathogen‐free facility maintained on a standard 12‐h light and 12‐h dark cycle at 20°C–23°C. Mice had ad‐libitum access to standard drinking water and rodent chow (NIH‐31 rat and mouse diet, 18% protein, 4% fat) except where mice were fasted before experiments as indicated in figure legends. A separate cohort was used to assess lifespan, where mice were experimentally naive except for regular bodyweight assessments. All animals were housed in facilities accredited by the American Association for the Accreditation of Laboratory Animal Care at the University of Alabama at Birmingham. All procedures involving live animals were approved by the Institutional Animal Care and Use Committee of the University of Alabama at Birmingham.

### 4.2 Lifespan Analysis

Animal health was inspected at a minimum of 3 times per week, at which point deaths were recorded. Mice that were moribund in appearance and unlikely to survive until the next health check, as determined by University of Alabama at Birmingham veterinary care staff unaffiliated with our laboratory and blinded to our experimental design, were euthanized within 24 h of this observation and this time point was considered the death of the animal. Only natural deaths or mice euthanized for a moribund appearance were included in this lifespan analysis. Overall survival was compared between groups using the log‐rank test and Cox proportional hazard models. Maximal lifespan was evaluated using the quantile regression method (Wang et al. 2004) to compare the proportion of surviving mice at the 75th and 90th percentiles of colony survival.

### 4.3 Body Composition Analysis

Mouse bodyweights were recorded 4 times per month on average throughout the duration of this study. Body composition was assessed by quantitative magnetic resonance using an EchoMRI body composition analyzer (EchoMRI, Houston, TX). Data collected included body fat mass, lean mass, and total body weight. To account for differences in bodyweight between groups, fat mass and lean mass were analyzed with bodyweight as a covariate to account for the allometric relationship between these compartments and a mouse's total body weight.

### 4.4 Indirect Calorimetry

Nutrient utilization and metabolic rate were assessed using the comprehensive lab animal monitoring system (CLAMS; Columbus Instruments, Columbus, OH) indirect calorimetry chambers. This system continuously collects oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) data every 9 min for each individually housed mouse. This system also monitors mouse activity and food consumption by detecting beam breaks in an infrared laser grid within each chamber and food weight changes in the feeder‐balance systems of each chamber. For food consumption, only periods where the feeder‐balance system did not register gains were considered (such as when the mouse sits on the feeder). This was done to avoid quantitating the mouse's body weight as food consumed, however it should be noted that this also ignores food that is consumed if the mouse happens to feed while seated in the feeder.

Mice were moved from group housing in their home cage to individual housing for 1 week prior to calorimetry studies to allow for acclimation to individual housing. Following this period, mice were individually housed in CLAMS cages for approximately 72 h. Only calorimetry data collected during the final 48 h was considered in our analysis, as the first 24 h was considered an additional acclimation period to allow the mouse to adjust to the CLAMS environment. Respiratory exchange ratio (RER) was calculated as VCO_2_/VO_2_. Rates of glucose oxidation and fat oxidation were calculated as 4.57(VCO_2_)–3.23(VO_2_) and 1.69(VO_2_)–1.69(VCO_2_), respectively, as detailed by Simonson and DeFronzo (1990). Energy expenditure was calculated as VO_2_(3.815 + 1.232(VCO_2_/VO_2_)) according to the work of Graham Lusk (1928). Body weight was used as a covariate in the analysis of energy expenditure.

### 4.5 Glucose and Insulin Tolerance Testing

Mice were fasted overnight prior to glucose tolerance tests (GTT). Insulin tolerance testing (ITT) was carried out in ad‐lib fed mice, with the food removed approximately 15 min prior to testing, in an effort to avoid the hypoglycemic events we observed in our LKO mice during pilot experiments. For GTTs, mice were injected intraperitoneally (IP) with 1 g/kg glucose prepared in normal saline. For ITTs, mice were injected IP with 1 U/kg insulin (Humulin‐R, Eli‐Lilly) prepared in normal saline. Blood glucose was measured from a tail nick using a PRESTO handheld glucometer (AgaMatrix, Salem, NH) immediately prior to injections (“minute 0”) and at the time points following injection as indicated.

### 4.6 RNA Sequencing

Tissues were dissected from 20 to 22‐month‐old mice following CO_2_‐induced deep anesthesia and cervical dislocation. Tissues were rapidly frozen on dry ice and maintained at −80°C until analysis. RNA was isolated from frozen livers using the RNeasy plus mini kit (Qiagen, Hilden, Germany) following the manufacturer protocol and submitted for 150 bp paired‐end sequencing at a depth of 30 M reads on the NovaSeq X Series platform. RNA quality assurance, poly‐A selection, library preparation, and sequencing was carried out by Novogene (Sacramento, CA). A mouse genome (GRCm39) index was generated using STAR (v 2.7.1a) with the option —*sjdbOverhang 149*. Raw reads were aligned to the mouse genome using this index with STAR (v 2.7.1a) and the following options: —*outFilterType BySJout* —*outFilterMultimapNmax 20* —*alignSJoverhangMin 8* —*alignSJDBoverhangMin 1* —*outFilterMismatchNmax 999* —*alignIntronMin 20* —*alignIntronMax 1000000* —*alignMatesGapMax 1000000*. Gene level read counting was carried out using subread (v2.0.6) featureCounts with the following options: ‐*p*‐*s 2*. Differential gene expression analysis was carried out using the DESeq2 (v1.46.0) in R (v4.4.2) with the Wald test used for comparisons. 

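The deposited table holds the authors' featureCounts output with a count for each gene and library. Small values in it are mostly even, with 53180 even and 9227 odd among the values from 1 to 8 (85.2% even). This is the pattern of pairs whose mates were counted as separate reads, so the precision of a small count is lower than its size implies. With all counts halved and rounded up, a choice made after the data were seen, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05 gave 85 DEGs in males and 797 in females. On simulated counts with 200 genes changed 4-fold, edgeR's quasi-likelihood test recovered 69.2% of the changed genes tested in males and 72.9% in females, and 0.735% and 2.68% of its calls were false. DESeq2's Wald test recovered 79% and 84%, and 16.8% and 13.0% of its calls were false.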

Gene set enrichment analysis and overrepresentation analysis were carried out using clusterProfiler (v4.14.4) in R. For gene set enrichment analysis, the Wald test statistic calculated from DESeq2 was used to rank genes. The differentially expressed genes detected in male and female mice are available in Tables S1 and S2, respectively. Raw sequencing reads have been deposited at the Gene Expression Omnibus (accession GSE302496) and will be made publicly available at the time of publication.

### 4.7 Western Blotting

Frozen liver and kidney tissues were homogenized in ice cold RIPA buffer (50 mM Tris–HCl pH 8.0, 1 mM EDTA, 1% Triton X‐100, 0.1% SDS, 150 mM NaCl) supplemented with protease and phosphatase inhibitor cocktail (Cell Signaling Technology, Danvers, MA catalog #5872). Homogenates were incubated on ice with agitation for 30 min, sonicated, and centrifuged for 10 min at 12,000 × *g* at 4°C. The supernatant was collected, and protein concentration was determined using the DC assay (Bio‐Rad, Hercules, CA catalog #5000112). Equivalent amounts of total protein were loaded into Laemmli loading buffer (Bio‐Rad, Hercules, CA #1610747) supplemented with 2‐mercaptoethanol, heated for 10 min at 95°C, and separated by SDS‐PAGE. Proteins were transferred to PVDF membranes, which were stained with ponceau red to verify transfer success, and then blocked for 30 min with 5% bovine serum albumin in tris‐buffered saline (20 mM Tris pH 7.6, 150 mM NaCl) with 0.1% Tween‐20 (TBST). Membranes were probed with primary antibodies diluted in blocking buffer against the target protein overnight at 4°C, washed in TBST, probed with HRP‐conjugated secondary antibodies raised against the host species of the primary antibody, washed again in TBST, then imaged using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher catalog #34580) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher catalog #34094). Membranes were imaged using a PXi imager (Syngene, Cambridge, UK). Band intensities were normalized to total protein stain intensity and quantified using NIH ImageJ software. Antibody information is available in Table S3.

### 4.8 RT‐qPCR

RNA was extracted from frozen livers as described above, or from frozen kidney and white adipose tissue using TRIzol (Invitrogen, Carlsbad CA) according to the manufacturer's protocol. Total RNA was reverse transcribed using M‐MuLV Reverse Transcriptase (New England Biolabs, Ipswich, MA catalog #M0253) following manufacturer recommendations. Quantitative PCR was carried out using a QuantStudio 3 system (Applied Biosystems) with Luna Universal QPCR Master Mix (New England Biolabs, Ipswich, MA catalog #M3003) at a final concentration of 1× in a 10 μL reaction volume. Relative gene expression was assessed using the 2^−ddCt^ method with *Rps18* used as an endogenous control. Primer sequences used are available in Table S4.

### 4.9 Statistical Analysis

Lifespan and RNA‐sequencing data were analyzed as detailed above. Two group means were compared using the two‐tailed *t*‐test or the Mann–Whitney *U*‐test as indicated in figure legends; where data were taken over time, groups were compared using a two‐way repeated measure ANOVA with Tukey HSD post hoc testing carried out where significant effects were observed; where a covariate was considered, groups were compared using ANCOVA. For all analyses, a *p*‐value of less than 0.05 (after adjusting for multiple comparisons, where appropriate) was considered statistically significant. All statistical analysis and figure generation was carried out using the R programming language.

## Author Contributions

L.Y.S. conceptualized the study. L.Y.S. overall direction and secured funding. A.T.L., B.H., P.S., and K.L. designed experiments, conducted experiments, and collected data. A.T.L. and L.Y.S. analyzed data. A.T.L. drafted the original manuscript. All authors edited the manuscript and provided critical feedback that helped shape the final form of this report.

## Funding

The research was supported by NIH grant AG085793 to L.Y.S. The UAB Small Animal Phenotyping Core is supported by NIH grant P30DK056336 (to the UAB Nutrition and Obesity Research Center), by NIH grant P30DK079626 (to the UAB Diabetes Research Center), and by NIH grant P30AG050886 (to the UAB Nathan Shock Center). A.T.L. is supported by NIH grant T32HD071866.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Relative expression of glucagon receptor mRNA transcripts in the indicated tissues for male (a) and female (b) 20–22‐month‐old mice. *p < 0.05 as determined by Mann–Whitney *U*‐test. Data presented as mean ± SEM with points representing individual mice. *N* = 4–5 per group.
**Figure S2:**. Unadjusted organ masses in 20–22‐month‐old male (a) and female (b) mice as indicated. Representative gross morphology of liver and kidney in 20–22‐month‐old male and females as indicated (c). Representative hematoxylin and eosin stained liver sections, with scale bar representing 100 μm (d). *p < 0.05 as determined by two‐tailed *t*‐test. Data presented as mean ± SEM with points representing individual mice. *N* = 5 per group.
**Figure S3:**. Bodyweight adjusted energy expenditure in male (a) and female (b) mice calculated during indirect calorimetry. Ambulatory activity, determined by the number of infrared beam breaks recorded for each mouse, calculated during indirect calorimetry for males (c) and females (d). Mean hourly food consumption for male (e) and female (f) mice recorded during indirect calorimetry. *p < 0.05, **p < 0.01, as determined by two‐way ANOVA with Tukey HSD post hoc comparisons (a–d) or by two‐tailed *t*‐test (e, f). Data presented as mean ± SEM with points representing individual mice. *N* = 11–13 per group.
**Figure S4:** Heat map visualization of differentially expressed genes (DEGs) in the oxidative‐phosphorylation gene set (a). Heat map k‐means clustering of DEGs in male LKO mice (b) and female LKO mice (c), relative to sex‐matched controls. The top 3 over‐represented gene ontology biological process terms associated with each cluster are presented to the right (b, c). Fold change in liver *Fgf21* expression, reproduced from the DESeq2 output with the log2 transformation removed from the fold change values in male (d) and female (e) mice. DEGs in the Hallmark Spermatogenesis gene set, with top 5 over‐represented gene ontology biological process terms associated with these genes (f). Padj values represent the adjusted *p*‐values from the DESeq2 output. Color scales represent *z*‐scores of normalized counts. *N* = 4/group.
**Figure S5:**. White adipose gene expression. Relative gene expression in perigonadal visceral white adipose tissue (vWAT) in male (a) and female (b) mice with *Rps18* used as an endogenous control. **p < 0.01 as determined by two‐tailed *t*‐test. Data presented as mean ± SEM with points representing individual mice. *N* = 5 per group.

**Table S1:** Differently expressed genes detected in male livers during RNA‐seq data analysis.

**Table S2:** Differently expressed genes detected in female livers during RNA‐seq data analysis.

**Table S3:** Antibodies used in western blotting experiments.

**Table S4:** Primer sequences used.

## Data Availability

RNA‐sequencing data has been deposited at the GEO with accession number GSE302496 and will be made publicly available at the time of publication. The data supporting the findings of this study are available from the corresponding author upon reasonable request and will be made available as Supporting Information at the time of publication.

# Supplementary material for: Uncoupling Insulin Sensitivity From Longevity: A Sex‐Dependent Effect of Hepatic Glucagon Signaling
**Source:** Aging Cell. 2026 Jan 2;25(1):e70349. doi: 10.1111/acel.70349
**Supplement:** Supplementary file 1 — Figure S1: Relative expression of glucagon receptor mRNA transcripts in the indicated tissues for male (a) and female (b) 20–22‐month‐old mice. *p < 0.05 as determined by Mann–Whitney U‐test. Data presented as mean ± SEM with points representing individual mice. N = 4–5 per group. Figure S2:. Unadjusted organ masses in 20–22‐month‐old male (a) and female (b) mice as indicated. Representative gross morphology of liver and kidney in 20–22‐month‐old male and females as indicated (c). Representative hematoxylin and eosin stained liver sections, with scale bar representing 100 μm (d). *p < 0.05 as determined by two‐tailed t‐test. Data presented as mean ± SEM with points representing individual mice. N = 5 per group. Figure S3:. Bodyweight adjusted energy expenditure in male (a) and female (b) mice calculated during indirect calorimetry. Ambulatory activity, determined by the number of infrared beam breaks recorded for each mouse, calculated during indirect calorimetry for males (c) and females (d). Mean hourly food consumption for male (e) and female (f) mice recorded during indirect calorimetry. *p < 0.05, **p < 0.01, as determined by two‐way ANOVA with Tukey HSD post hoc comparisons (a–d) or by two‐tailed t‐test (e, f). Data presented as mean ± SEM with points representing individual mice. N = 11–13 per group. Figure S4: Heat map visualization of differentially expressed genes (DEGs) in the oxidative‐phosphorylation gene set (a). Heat map k‐means clustering of DEGs in male LKO mice (b) and female LKO mice (c), relative to sex‐matched controls. The top 3 over‐represented gene ontology biological process terms associated with each cluster are presented to the right (b, c). Fold change in liver Fgf21 expression, reproduced from the DESeq2 output with the log2 transformation removed from the fold change values in male (d) and female (e) mice. DEGs in the Hallmark Spermatogenesis gene set, with top 5 over‐represented gene ontology biological process terms associated with th

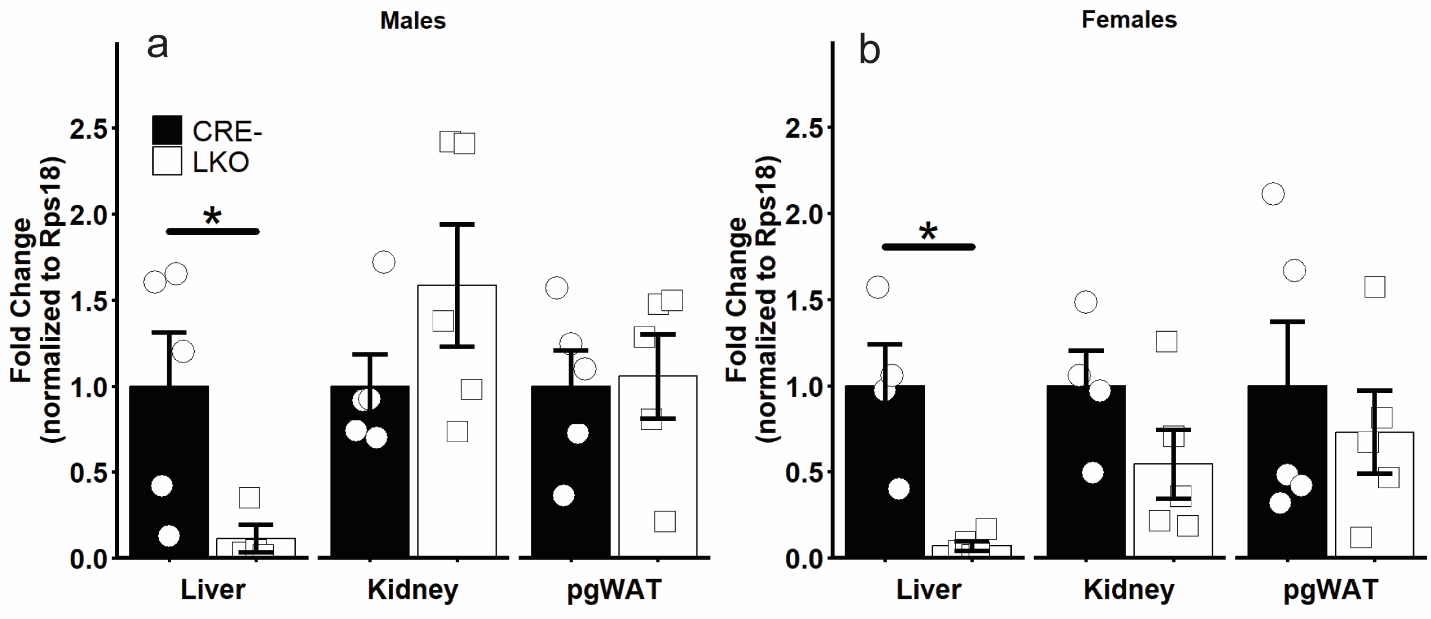

**Supplemental Figure S1.** Relative expression of glucagon receptor mRNA transcripts in the indicated tissues for male (a) and female (b) 20-22-month-old mice. *p<0.05 as determined by Mann-Whitney U-test. Data presented as mean ± SEM with points representing individual mice. N=4-5 per group.

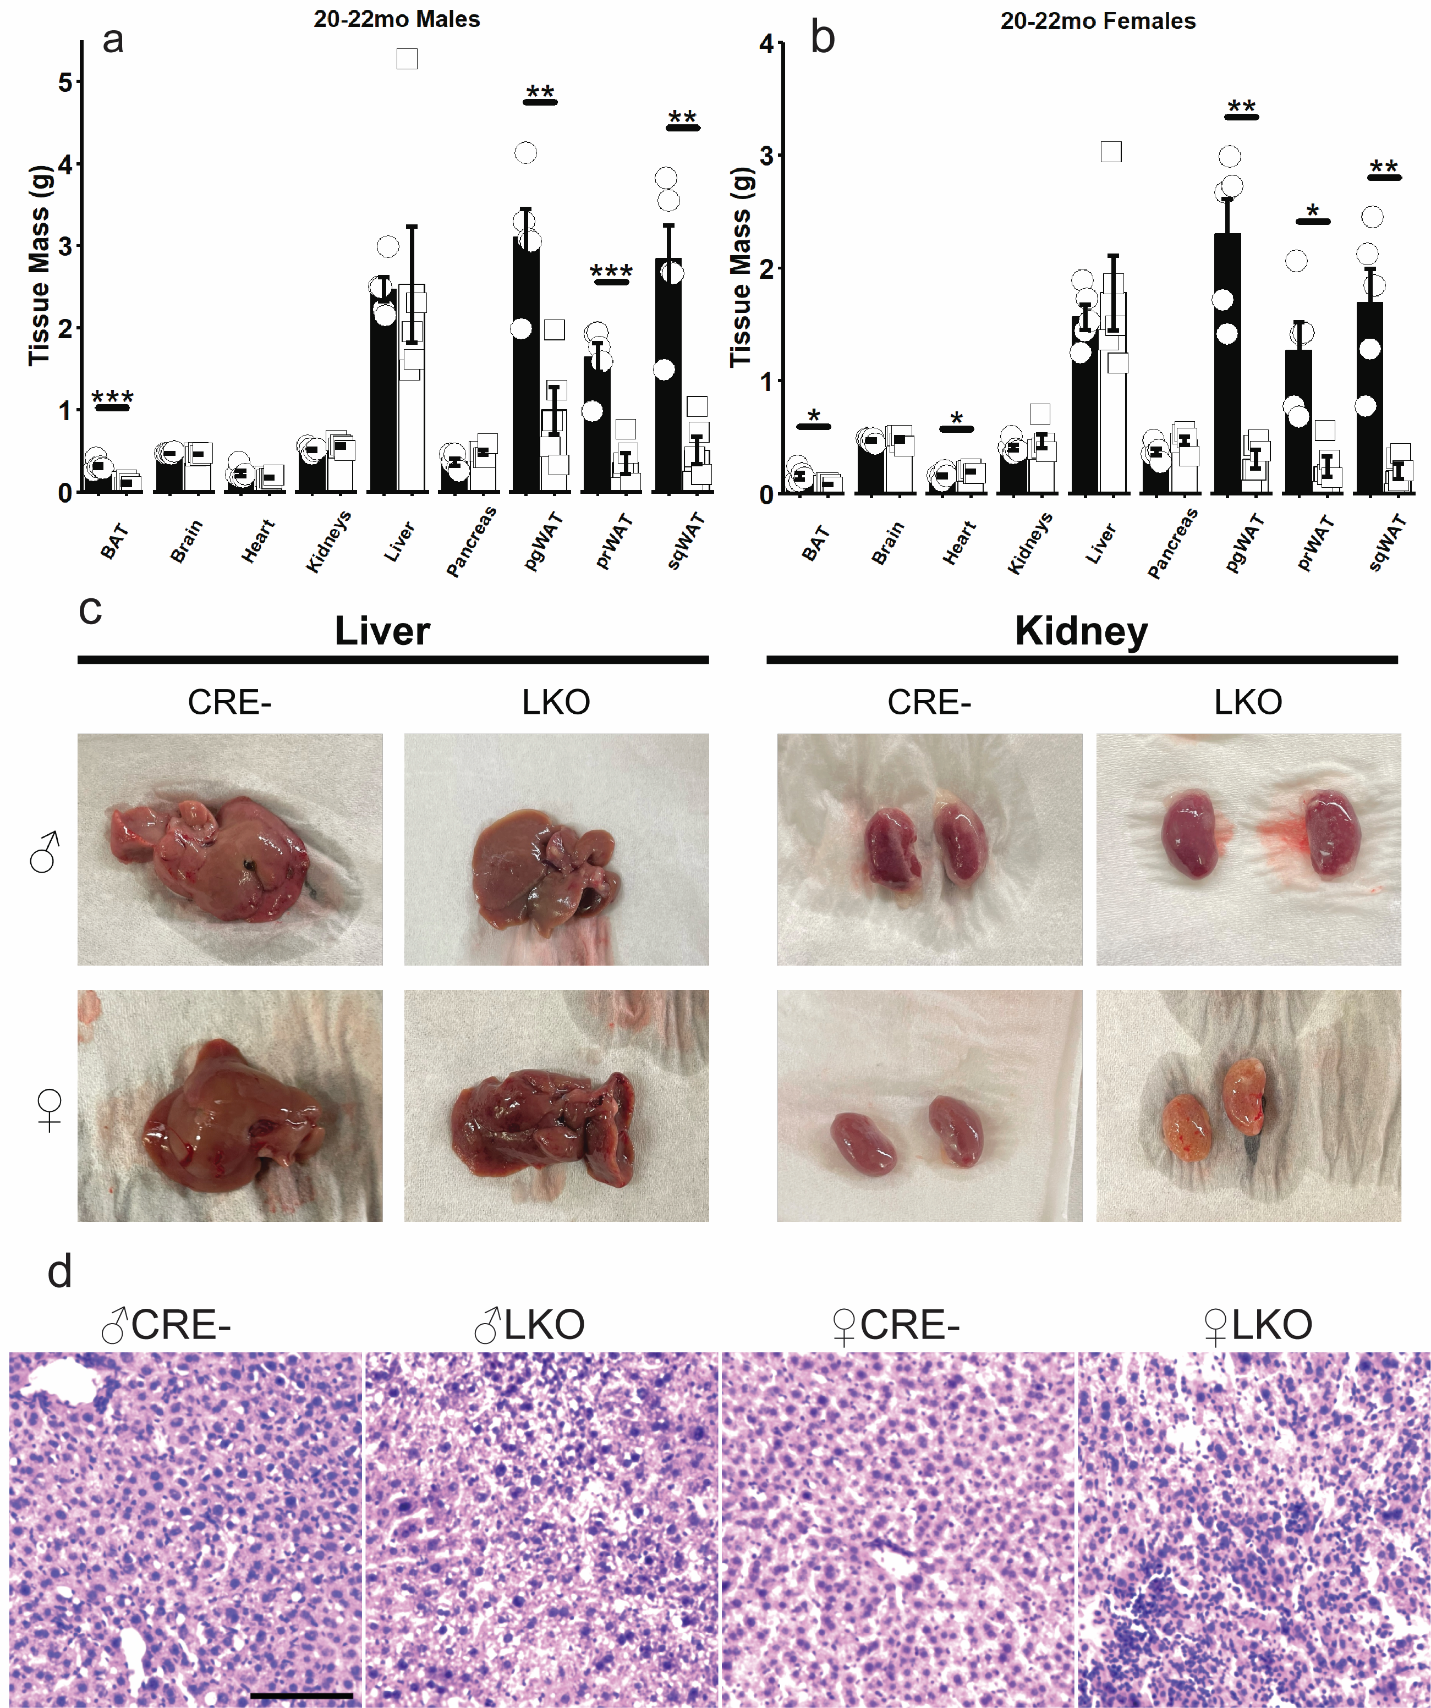

**Supplemental Figure S2**. Unadjusted organ masses in 20-22-month-old male (a) and female (b) mice as indicated. Representative gross morphology of liver and kidney in 20-22-month-old male and females as indicated (c). Representative hematoxylin and eosin stained liver sections, with scale bar representing 100µm (d). *p<0.05 as determined by two-tailed t-test. Data presented as mean ± SEM with points representing individual mice. N=5 per group.

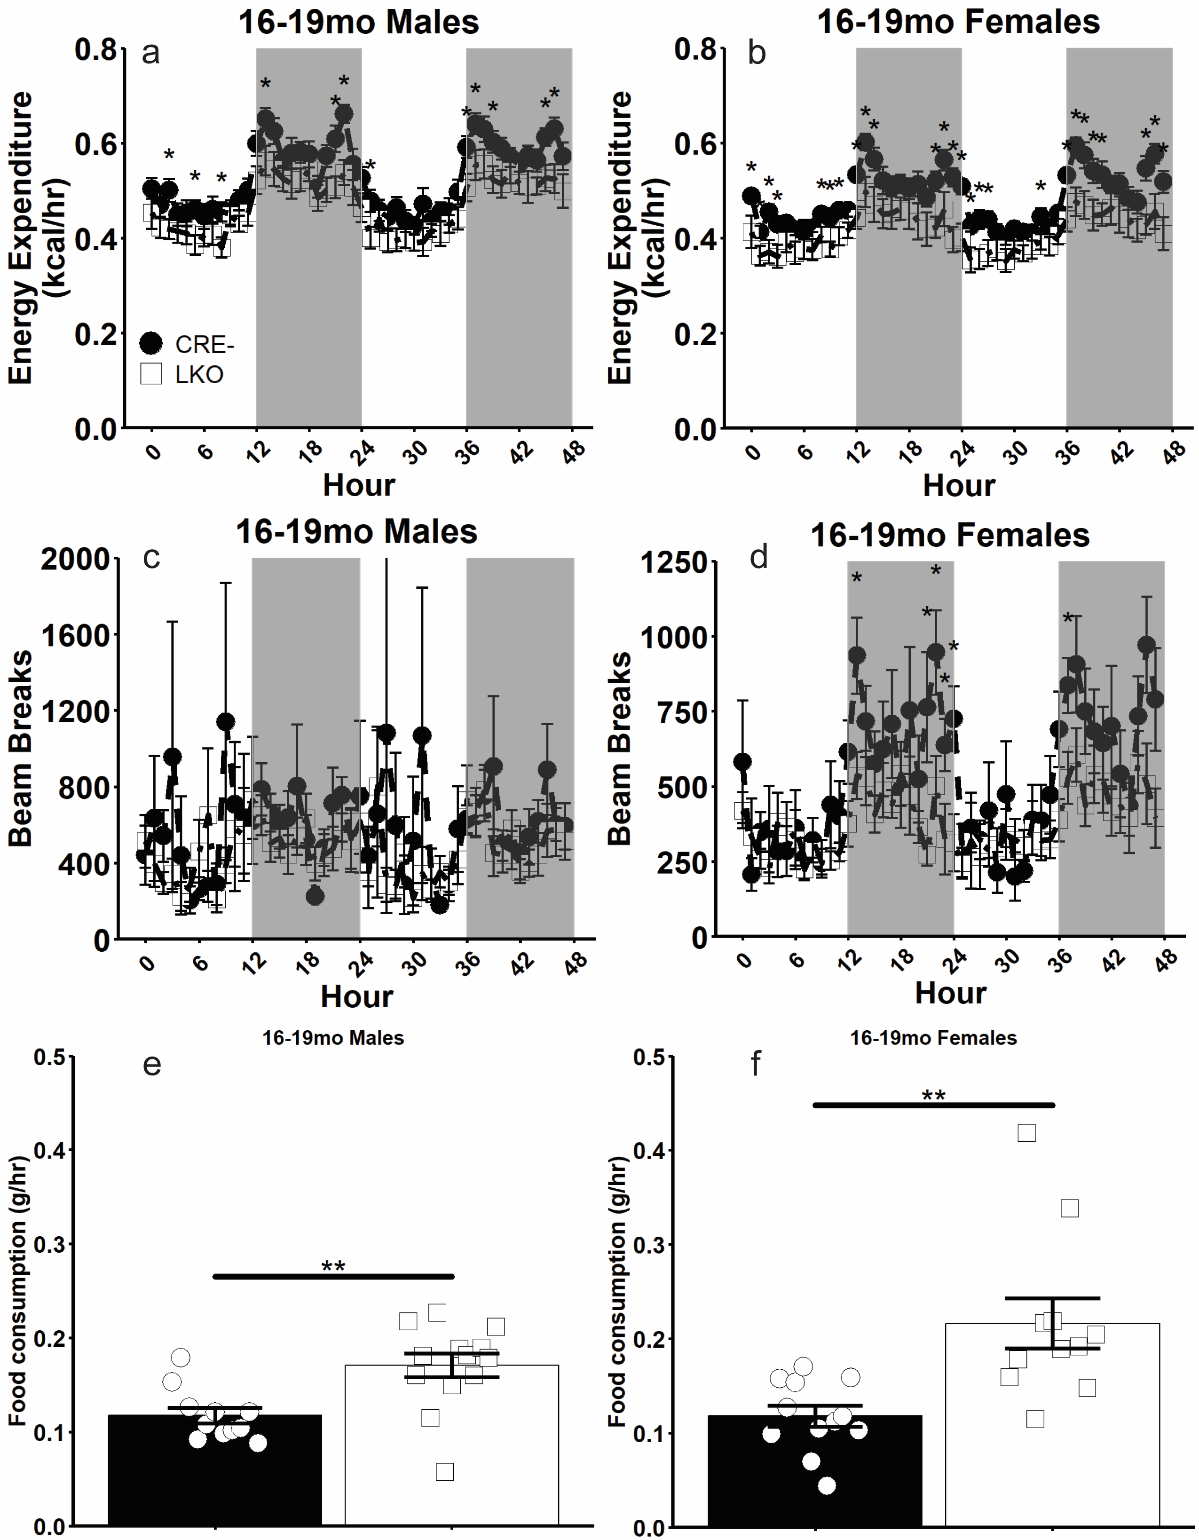

**Supplemental Figure S3**. Bodyweight adjusted energy expenditure in male (a) and female (b) mice calculated during indirect calorimetry. Ambulatory activity, determined by the number of infrared beam breaks recorded for each mouse, calculated during indirect calorimetry for males (c) and females (d). Mean hourly food consumption for male (e) and female (f) mice recorded during indirect calorimetry. *p<0.05, **p<0.01, as determined by two-way ANOVA with Tukey HSD post-hoc comparisons (a-d) or by two-tailed t-test (e-f). Data presented as mean ± SEM with points representing individual mice. N=11-13 per group.

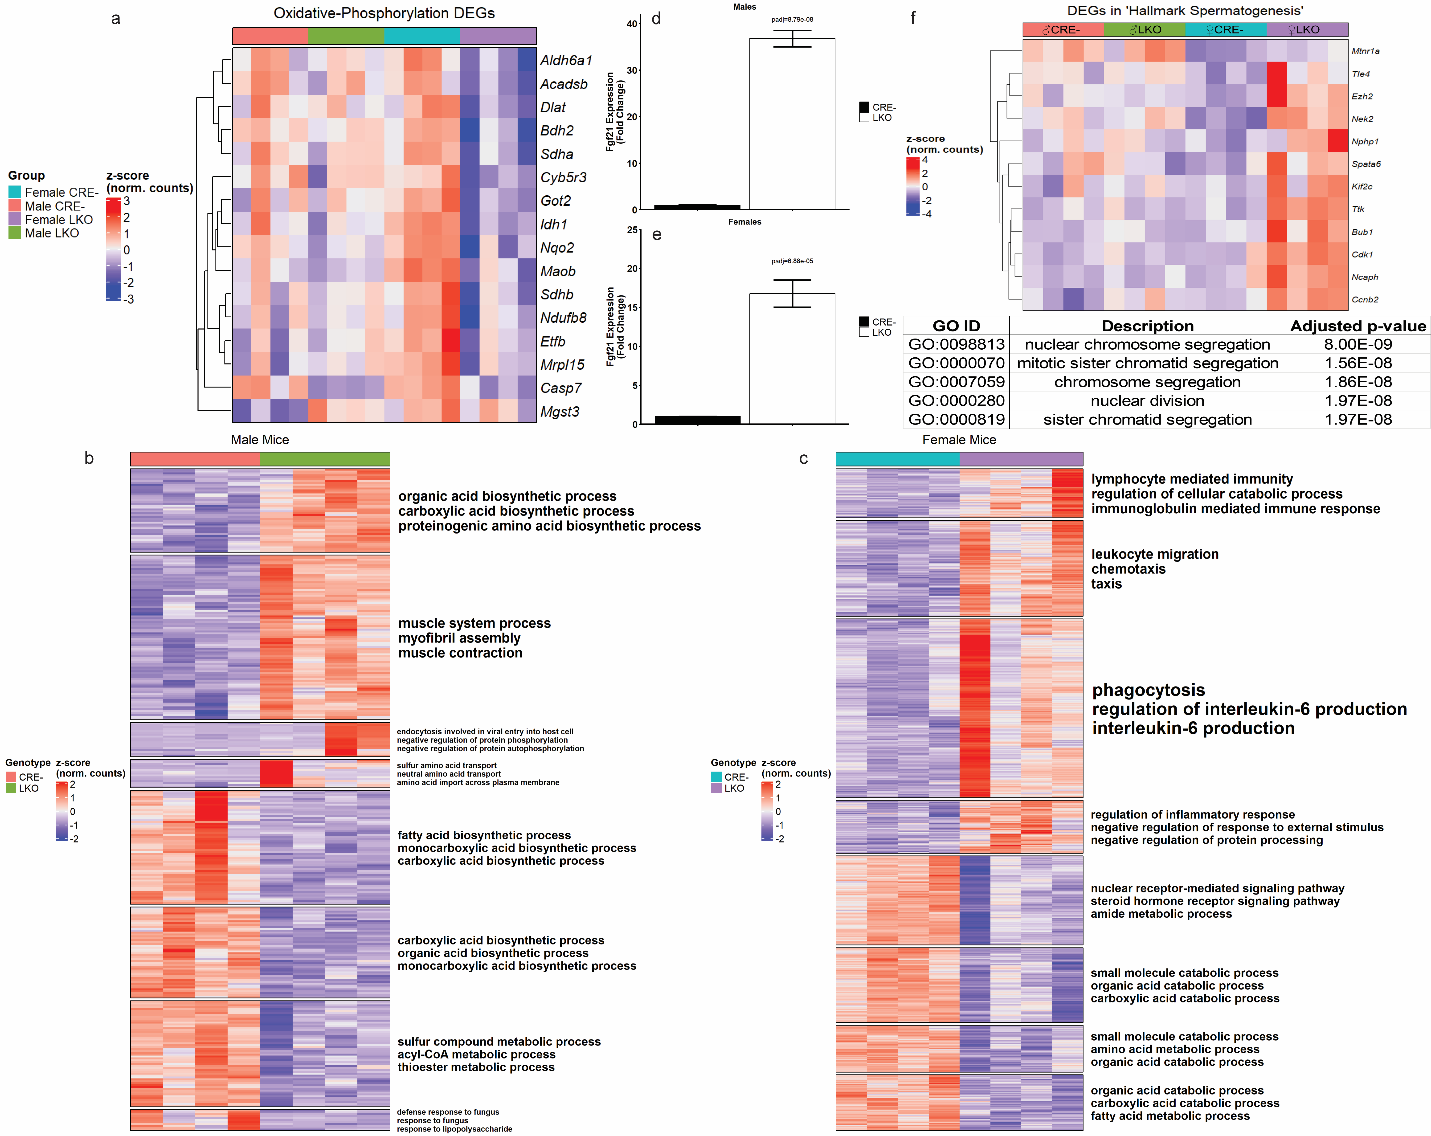

**Supplemental Figure S4.** Heat map visualization of differentially expressed genes (DEGs) in the oxidative-phosphorylation gene set (a). Heat map k-means clustering of DEGs in male LKO mice (b) and female LKO mice (c), relative to sex-matched controls. The top 3 over-represented gene ontology biological process terms associated with each cluster are presented to the right (b-c). Fold change in liver *Fgf21* expression, reproduced from the DESeq2 output with the log2 transformation removed from the fold change values in male (d) and female (e) mice. DEGs in the Hallmark Spermatogenesis gene set, with top 5 over-represented gene ontology biological process terms associated with these genes (f). Padj values represent the adjusted p-values from the DESeq2 output. Color scales represent z-scores of normalized counts. N=4/group.

b

**
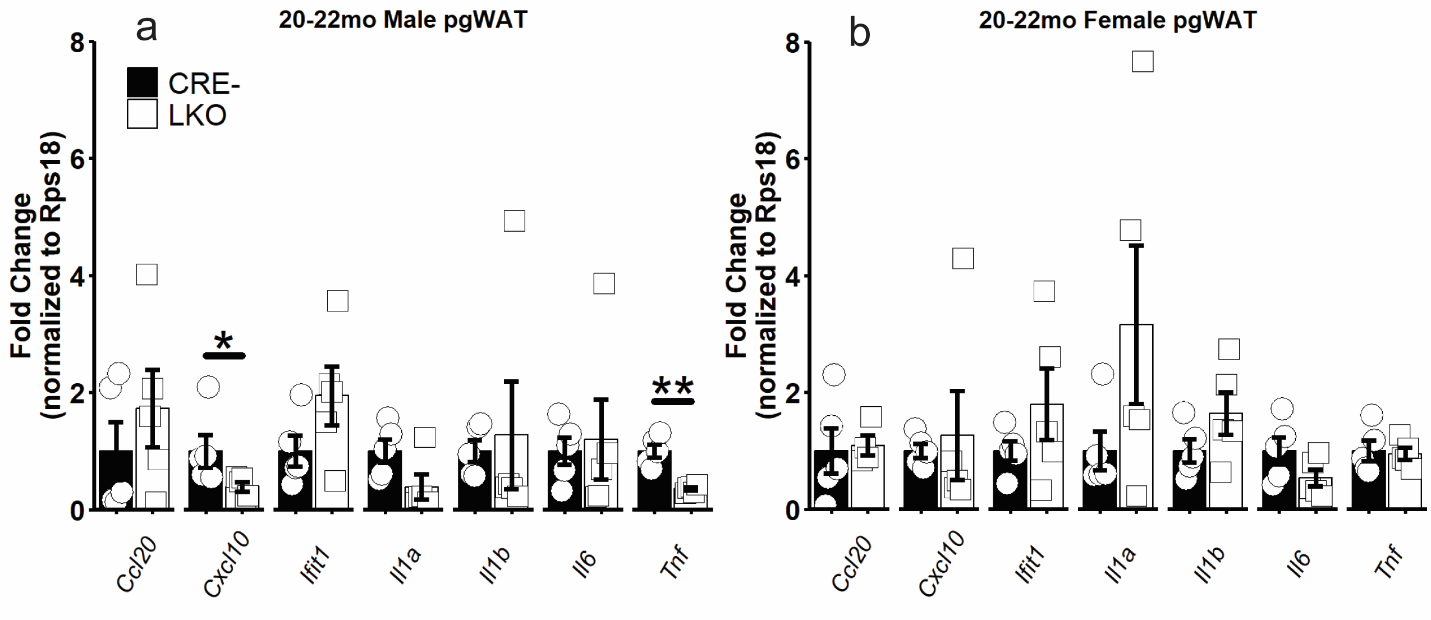
**

**Supplemental Figure S5**. White adipose gene expression. Relative gene expression in perigonadal visceral white adipose tissue (vWAT) in male (a) and female (b) mice with *Rps18* used as an endogenous control. **p<0.01 as determined by two-tailed t-test. Data presented as mean ± SEM with points representing individual mice. N=5 per group.

**Supplemental Tables**

**Supplemental Table 1** Differently expressed genes detected in male livers during RNA-seq data analysis.

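Table S1 lists 339 genes by the paper's count and Table S2 lists 1812. Of the genes in Table S1, 338 were tested with edgeR's quasi-likelihood test, and 338 had the same sign in males. Of the genes in Table S2, 1811 were tested and 1811 had the same sign in females, so the values in Table S2 are those of the female comparison. Of the genes in Table S1, 76 were past the threshold in edgeR, which were all of the 76 male DEGs. Of the genes in Table S2, 704 were, out of the 710 female DEGs.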

**Supplemental Table 2** Differently expressed genes detected in male livers during RNA-seq data analysis.

**Supplemental Table 3** Antibodies used in western blotting experiments

**Supplemental Table 4** Primer sequences used

How the deposited data were processed for this re-analysis (not part of the article)

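Liver RNA of 4 male CRE- controls, 4 male LKO mice, 4 female CRE- controls and 4 female LKO mice was sequenced as paired reads on a NovaSeq X after poly-A selection. The authors aligned the reads to GRCm39 with STAR and counted them per gene with featureCounts, using the strand. They deposited a table of the count of reads per gene and library, without normalization, with the gene's symbol, chromosome, start, end, strand and length. The paper's Tables S1 and S2 hold the authors' log2 fold changes, Wald statistics and adjusted p-values from DESeq2, and were used only for comparison. The symbols were used as the files give them.

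The 41079 genes of the table were filtered with edgeR's filterByExpr (minimum count 10), which kept 16742. The libraries were normalized by TMM and fitted together with 4 groups by edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 with no minimum fold change. The comparisons were male LKO against male CRE-, female LKO against female CRE-, and the difference between these. The joint fit followed the paper's tables, whose mean counts are the same in both sexes, so the groups share an estimate of the spread. CPM and log2 CPM (prior count 2) were computed from the counts.

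The genes named are those of 29 lists, which hold every gene the paper names in its text and heat maps, and, in each comparison, genes from among the 5 higher and 5 lower DEGs with the smallest p whose LKO and control values did not overlap. The lists cover the DEGs of Figures 4f, 6, S4a and S4f, genes named by the paper, NFκB targets, interferon-stimulated genes, cGAS-STING components, ATF4 targets, glucagon-stimulated genes, lipogenesis and sterol genes, acute-phase genes, hepatocyte-secreted proteins, female-biased and male-biased liver genes, liver tumour and oncofetal genes, sex markers, and markers of macrophages, neutrophils, T and NK cells, B and plasma cells, erythroid cells, endothelium, stellate cells and fibroblasts, cholangiocytes and progenitors, skeletal muscle, pancreatic acinar cells, adipocytes and proliferation. The score of a list in a mouse was the mean log2 CPM over its genes. Scores were compared by an exact two-sided permutation test over the 70 arrangements of 4 mice against 4, whose smallest p is 0.0286, and the sex difference by permuting genotype within each sex. A difference in the mean over mice was used because the mouse, not the gene, is the unit of replication.

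Reactome sets were tested with fgsea 1.28.0 on the Wald statistic of DESeq2 1.42.0, and with camera and fry from limma 3.58.1. The paper's Hallmark, KEGG and gene ontology sets were not available. The alternatives were DESeq2, each sex fitted alone, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, a replicate block, limma-voom with sample quality weights, an adjusted p under 0.01, an absolute log2 fold change of at least 1, a median over the genes of a list, a prior count of 0.5, another ranking of genes, and leaving out each mouse in turn. The checks on gene length and GC content used exon lengths of the GRCm39 annotation, which 16703 of the genes tested have.

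Totals of 33268424 to 56488920 reads per mouse were counted. Of the genes tested, 13000 had at least 10 counts in every library. For genes with fewer counts the counting error adds to the spread between mice. Where all libraries of a group had 3 or fewer counts of a gene, its fold change is given as a lower bound against that floor. Steps that compute a statistic over many genes were tested on simulated counts. These were drawn at the means and library sizes of the real libraries, with edgeR's estimates of the spread. For the calls on single genes, 200 genes were changed 4-fold. In the simulation with no changed gene edgeR gave 0 calls in each comparison, and DESeq2 gave 4 in males, 12 in females and 3 in the interaction. With the spread of the female LKO group multiplied by 3, edgeR gave 1 call in females and DESeq2 gave 83. In a separate simulation every gene of 1 set and 1 list was raised in females, by less than 4-fold. The planted gene set ranked 1 of 25 sets, and 1 other set passed the threshold in females. The planted list, with a difference of 0.936, reached the smallest permutation p. Genes were drawn independently, so this cannot show how correlation between genes affects the set tests. The western blots, quantitative PCR, metabolic measurements and lifespans were not analysed here.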

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

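The tests of blood, hepatocyte share, muscle tissue, sex labels and spread were chosen after the results they concern were seen. For an outlying mouse, 124 groups of 4 values were examined, of which 6.2 would be picked out by chance and 12 were.

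Male LKO replicate 1 stood apart from the other male LKO mice in 6 of these. Its mean log2 CPM was 7.38 against 7.73 to 7.77 for the xenobiotic metabolism list, 6.84 against 7.11 to 7.15 for the oxidative phosphorylation list, 3.48 against 2.26 to 2.45 for NFκB targets, 4.73 against 3.80 to 3.93 for ATF4 targets and 2.84 against 6.84 to 7.06 for male-biased liver genes. Fgf21 was at a log2 CPM of 6.82 against 5.43 to 5.46. A mislabelled female library is excluded, since Ddx3y was at 58.0 CPM in it and had no reads in any female library. The library had the highest normalization factor of all (1.17) and a total of 33351783 assigned counts. An individual difference in the health of this mouse stays open and was not tested.

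Female LKO replicate 1 had a lower mean log2 CPM of hepatocyte-secreted protein genes, 11.66 against 12.19 to 12.23. For adipocyte transcripts female LKO replicate 2 was at 3.19, against 0.47 to 0.85 in the other female LKO mice. The female controls, at 2.17 to 2.60, were nearer to replicate 2 than to these other LKO mice. Female CRE- replicate 1 had a mean log2 CPM of endothelial markers of 4.79 against 5.14 to 5.18. Pancreatic acinar transcripts were high in male CRE- replicate 2, at 5.23 against 0.28 to 1.04, and in female CRE- replicate 2, at 7.10 against 0.65 to 0.95. Only 2 genes of the acinar list were tested. Among those that failed the filter, the highest count in a library was 7767 for Ctrb1, 5322 for Pnlip, 4366 for Cpb1 and 35 for Amy2b. Ctrb1, Pnlip and Cpb1 were thus high in too few libraries to pass it. Adjoining pancreas and fat in the dissected samples are candidates for the acinar and adipocyte values that were not tested further. For the adipocyte list, low values in the other female LKO mice remain as open as a high value in replicate 2. Gcgr in male CRE- replicate 3 was at a log2 CPM of 6.99 against 7.57 to 7.59. That library also had the strongest trend of expression with gene length (Spearman rho 0.516 across genes, which are not independent replicates). With that trend removed from all libraries there were 81 DEGs in males, 64 of them among the 76 found before, and 1131 in females, so the female count depends on this step. Whether Gcgr in this mouse does was not tested.

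The sexes differed in the change of the figure lists, by 1.66 for the inflammation-related list (permutation of genotype within each sex, p = 0.0331), -0.89 for the xenobiotic metabolism list (p = 0.0392, same permutation test), -0.82 for the oxidative phosphorylation list (p = 0.0437, same permutation test) and 1.29 for the spermatogenesis list (p = 0.0408, same permutation test). The adjusted permutation p of each was 0.181 (Benjamini-Hochberg over 29 lists). With a mouse left out, the unadjusted permutation p was not under 0.05 in 7, 12, 11 and 10 of 16 fits, in this order. The study chose these genes as DEGs, mostly in females, so a larger change in females is in part fixed by the choice. A lower share of hepatocyte RNA was tested for the female rise, since it would raise the markers of every other cell type alike. Macrophage and Kupffer cell markers rose by 1.59 in females (exact permutation test, p = 0.0286), which was 1.38 more than the mean of endothelial, stellate and cholangiocyte markers (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). A lower hepatocyte share alone is therefore excluded for the macrophage markers. More or more active macrophages remain open. Differences in depth, GC content and gene length were tested on the female DEGs. There were 675 after thinning all libraries to equal depth, 792 after removing a GC trend and 1131 after removing a length trend. For males these were 76, 73 and 81. None of these corrections lowered the counts by 1.5 times, while the last raised the female count by more than that.

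Neutrophil markers differed between the sexes by 4.64 (permutation of genotype within each sex, p = 0.00327, adjusted permutation p = 0.0947 by Benjamini-Hochberg), with a change of -1.92 in males and 2.73 in females (exact permutation test, p = 0.0571 in each). Female LKO replicate 4 was highest, and without it the female change was 2.02. Without male CRE- replicate 4 the male change was -1.25. Ltf, an abundant transcript of these cells, was at 16.8 ± 20.5 CPM (SD, n = 4) in female LKO mice and 0.562 ± 0.426 CPM (SD, n = 4) in female controls, with 46.4 CPM in LKO replicate 4 and 1.10 to 14.2 CPM in the others. Of the neutrophil genes, Csf3r, Ltf, Mmp8 and S100a9 are also among the inflammation-related DEGs. Erythroid markers differed between the sexes by 1.56 (permutation of genotype within each sex, p = 0.0224) and fell in males by -1.22 (exact permutation test, p = 0.0286). Less blood in the male LKO samples would lower both lists, but the neutrophil score was high in male CRE- replicates 1 and 4 (2.94 and 3.85) and at the level of the LKO mice in replicates 2 and 3 (0.32 and 0.28), while the erythroid score was above every LKO mouse in all 4. With these few mice, less blood and fewer neutrophils cannot be told apart. In females the neutrophil markers rose by 2.39 more than the erythroid markers (exact permutation test, p = 0.0571), so as a whole more blood in the samples cannot be told apart from an infiltrate with 4 mice against 4. Several values go against more blood as the whole source. The median log2 fold change was 3.5 over the neutrophil genes and 0.58 over the erythroid genes in females. Female LKO replicate 3 had a neutrophil score of 2.78, above every female control, and an erythroid score of 2.85, below every female control. A single mouse cannot exclude it, and female LKO replicate 2, with a neutrophil score of 1.41, was within the range of the controls. Female-biased liver genes differed between the sexes by -2.90 (permutation of genotype within each sex, p = 0.00939, adjusted permutation p = 0.136 by Benjamini-Hochberg). They fell in females by -2.22 (exact permutation test, p = 0.0286), in 4 of 4 mice. Cyp3a41b fell from 228.7 ± 56.7 CPM (SD, n = 4) to 13.4 ± 10.7 CPM (SD, n = 4) in females and Cyp3a44 from 281.3 ± 99.9 CPM (SD, n = 4) to 39.2 ± 31.0 CPM (SD, n = 4). These genes have near-identical copies between which the counting could have split reads. A general loss of hepatocyte transcripts is excluded as the whole cause, since the list fell by -1.85 more than hepatocyte-secreted protein genes (exact permutation test, p = 0.0286). Male-biased genes did not rise beyond chance in females (0.35, exact permutation test, p = 0.143), and were at 0.23 without female LKO replicate 3 and 0.51 without female LKO replicate 1. That result rests on replicate 1, at 1.35, since the other 3 LKO mice (1.97, 2.14 and 1.70) were above every control (1.25 to 1.56). A loss of female-typical hepatic regulation in LKO females is a hypothesis that these values leave open.

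Several lists that the paper does not discuss changed. ATF4 target genes rose by 2.01 in males and 1.29 in females (exact permutation test, p = 0.0286 in each), without a sex difference (-0.72, permutation of genotype within each sex, p = 0.462, and -0.47 without male LKO replicate 1). Of the 22 genes, 8 were DEGs in each sex and 17 in males and 12 in females passed when adjusted over the list alone. Fgf21 and Mthfd2, which the study shows, are among them. Lipogenesis and sterol genes fell by -1.04 in males and -1.31 in females (exact permutation test, p = 0.0286 in each). Of these 16 genes, 4 were DEGs in males and 7 in females, and 10 and 12 passed when adjusted over the list alone. The direction was the same in 4 of 4 LKO mice of each sex for both lists. Neither depth, GC content nor gene length removed the male or female DEGs as a whole (76, 73 and 81 DEGs in males). A response to the loss of the receptor in both sexes stays open and was not tested.

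In females liver tumour and oncofetal genes rose by 2.71 and proliferation markers by 1.73 (exact permutation test, p = 0.0286 in each). Igf2 was at 124.6 ± 223 CPM (SD, n = 4) in female LKO mice and 1.11 ± 0.460 CPM (SD, n = 4) in female controls, with 458.1 CPM in LKO replicate 4 and 2.21 to 32.5 CPM in the others. Without female LKO replicate 4 the oncofetal list was at 1.97. Histology was not used here, and no explanation was tested. Skeletal muscle markers rose by 3.50 in male LKO mice (exact permutation test, p = 0.0286). The 12 muscle genes rose and fell together over the 16 libraries (median Spearman rho between genes 0.703), and all 12 were highest in replicate 4 among the female controls. The rise was in 2 of the 4 male LKO mice, with scores of 3.59 and 2.66 in replicates 3 and 4. Replicates 1 and 2 were at -3.09 and -3.14, close to the male controls at -3.61 to -3.26, so the p rests on small differences near the floor in these 2. Without male LKO replicate 3 the male change was 2.30. Muscle carried into single samples is consistent with a rho of 0.703 and with their presence in a control, though these values cannot exclude another source.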

How the results depend on the processing

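The alternatives named in the processing summary were chosen before the data were examined, except the fits on halved counts and the 3 further filters under DESeq2, which were chosen after the values were seen. Counts were compared by whether they stayed within 1.5 times the value given.

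The number of DEGs depended on the test. Under DESeq2's Wald test there were 337 DEGs in males, 1777 in females, 130 shared and 369 for the interaction of sex and genotype. With DESeq2 on genes with a total of at least 10 counts these were 345, 1792, 132 and 372. On genes with at least 10 counts in at least 3 libraries they were 344, 1812, 133 and 376, and in at least 4 libraries 339, 1812, 133 and 372. In the figure lists, DESeq2 called 71 inflammation-related, 27 xenobiotic metabolism, 13 oxidative phosphorylation and 11 spermatogenesis genes in females. Under its 3 filters, in the order given, it called 72, 73 and 73 inflammation-related genes, 27, 27 and 28 xenobiotic metabolism genes, 14, 15 and 15 oxidative phosphorylation genes and 11, 12 and 12 spermatogenesis genes. In males it called 3 inflammation-related and 2 oxidative phosphorylation genes under each of these 4 settings. With limma-voom and sample quality weights there were 148 male, 1976 female, 70 shared and 29 interaction genes. That fit called 56 inflammation-related, 26 xenobiotic metabolism, 13 oxidative phosphorylation and 8 spermatogenesis genes in females, and 1 oxidative phosphorylation gene in males. On simulated counts, drawn with edgeR's estimates of the spread, the share of false calls was higher under DESeq2 without a filter than under edgeR. How far this holds for the real counts was not tested, nor was any other cause of these differences.

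With each sex fitted alone, 119 female DEGs and 17 shared DEGs were left, with 4 inflammation-related, 3 xenobiotic metabolism, 2 spermatogenesis and 0 oxidative phosphorylation genes (15 of the last at an unadjusted p under 0.05). The log2 fold change of Gcgr in females was then -0.91 and that of Fgf21 was 4.07, neither past the threshold. A fit of a single sex has fewer libraries from which to estimate the spread, though the male DEGs rose to 107 in such a fit. With at least 10 counts in every library, 25 DEGs were shared and Gcgr in females was at -0.89, with an adjusted p of 0.0506 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over its alternatives in the same test 0.0225 to 0.136). Without a filter, 12 genes passed the interaction, 2 inflammation-related genes were called in males, and 3 oxidative phosphorylation and 3 spermatogenesis genes in females. Gcgr in females was then at -0.92 and not past the threshold. With upper-quartile normalization it was at -0.87 and not past the threshold, and 4 oxidative phosphorylation and 10 xenobiotic metabolism genes were called in females. Fgf21 in males was at 4.98 and not past the threshold with limma-voom and sample quality weights. The cause was not tested. RLE normalization and halved counts left the DEG counts in males, females and shared by both sexes within 1.5 times, with 75 and 85 in males, 692 and 797 in females and 38 shared under both. With halved counts 36 inflammation-related genes were called in females, which is within that range too.

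By construction a stricter threshold leaves fewer genes. At an adjusted p under 0.01 there were 22 male, 51 female and 7 shared DEGs. In the lists there were 0 inflammation-related genes in males (10 at an unadjusted p under 0.05) and 0 in females (73 at an unadjusted p under 0.05), 0 xenobiotic metabolism genes in males (7 at an unadjusted p under 0.05) and 1 in females, 1 spermatogenesis gene in females and 0 oxidative phosphorylation genes in females (15 at an unadjusted p under 0.05). With an absolute log2 fold change of at least 1, 2 oxidative phosphorylation and 9 xenobiotic metabolism genes were called in females.

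Mice with the same replicate number are taken to share only the number, since the labels and the paper name nothing else that they share and not every pair deviated together. The correlation of their deviations from the group means was 0.170, 0.170, 0.144 and -0.0130 in males and 0.173, 0.105, 0.117 and 0.0281 in females for replicates 1 to 4. By the numbers in the library names, a check chosen after the values were seen, 5 of 6 pairs were over 0.1 and the sixth, female CRE- replicate 4 with female LKO replicate 3, was at -0.0178. Pairs with different numbers ran from -0.235 to 0.242. With the number as a replicate block there were 63 male, 1244 female and 40 shared DEGs. In females 53 inflammation-related, 25 xenobiotic metabolism and 15 oxidative phosphorylation genes were called. Permuting genotype within replicate numbers allows no list a p below 0.125.

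The scores of the lists depended on their summary. With the median over the genes of a list, the sex difference was 1.43 for the inflammation-related list and -0.76 for the oxidative phosphorylation list, neither at an unadjusted permutation p under 0.05, and the oxidative phosphorylation list was at -0.85 in females, also not. With a prior count of 0.5 the sex difference of the spermatogenesis list was 1.35 and no longer at a p under 0.05. Signs changed, at small differences, with the median. In males the inflammation-related list was then at 0.03, the spermatogenesis list at -0.07, interferon-stimulated genes at 0.03, cGAS-STING components at 0.14, B and plasma cell markers at -0.14, proliferation markers at -0.01 and male-biased genes at -0.21. In females male-biased genes were at -0.04, and the sex difference of glucagon-stimulated genes was -0.23. With RLE normalization B and plasma cell markers in males were at -0.01. The cause was not tested.

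Among the Reactome sets, fry called 0 in males (4 at an unadjusted p under 0.05) and 2 in females. With camera the direction changed for cytosolic DNA sensors in females (adjusted p = 0.885, camera with Benjamini-Hochberg adjustment) and for glutathione conjugation in females (adjusted p = 0.659, camera with Benjamini-Hochberg adjustment). With fry it changed for these at adjusted p = 0.631 and 0.799 (fry with Benjamini-Hochberg adjustment). In males it changed for Toll-like receptor cascades and chemokine receptors, at adjusted p = 0.994 and 0.959 (fry with Benjamini-Hochberg adjustment). With the edgeR ranking the NES of cytosolic DNA sensors in females was -0.61. None of these sets passed the threshold in that sex. In males the log2 fold changes with limma-voom and sample quality weights were -0.11 for Plaur, 0.20 for Cyp3a41b and -0.16 for Sting1. Sting1 in males was at -0.01 with each sex fitted alone and at 0.00 with upper-quartile normalization and with no filter. These genes passed no threshold in males, and the cause was not tested.

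Leaving out a mouse also moved the counts. Across the 8 fits of a sex that each left out a mouse, there were 26 to 49 male DEGs, the fewest without male CRE- replicate 3, and 87 to 1310 female DEGs, the fewest without female CRE- replicate 2 and the most without female LKO replicate 2. Across all 16 fits 13 to 49 DEGs were shared and 0 to 14 genes passed the interaction. In females the lists held 0 to 56 inflammation-related, 1 to 22 xenobiotic metabolism, 0 to 12 oxidative phosphorylation and 1 to 7 spermatogenesis calls, in each case the most without female LKO replicate 2. Without female CRE- replicate 2, where 0 inflammation-related and 0 oxidative phosphorylation genes were called, 73 and 15 had an unadjusted p under 0.05. In males there were 0 to 1 inflammation-related and 0 to 1 xenobiotic metabolism calls, against 10 and 7 genes with an unadjusted p under 0.05 with all mice. The Reactome sets called numbered 12 to 20 in females, the fewest without female LKO replicate 1. Gcgr in females was between -1.11 (without female LKO replicate 2) and -0.69 (without female LKO replicate 1), and Fgf21 was between 4.71 (without male LKO replicate 1) and 5.49 (without male CRE- replicate 4) in males and between 2.57 (without female LKO replicate 3) and 4.46 (without female LKO replicate 4) in females.

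With a mouse left out, male list differences ran from -0.34 (without male LKO replicate 1) to 0.11 (without male CRE- replicate 4) for the inflammation-related list, from -0.13 (without male CRE- replicate 3) to 0.08 (without male CRE- replicate 2) for the oxidative phosphorylation list, from 0.2 (without male LKO replicate 1) to 0.36 (without male LKO replicate 4) for the spermatogenesis list. Among male mice the differences also ran from -0.21 (without male LKO replicate 1) to 0.29 (without male CRE- replicate 4) for NF-kB target genes, from -0.29 (without male LKO replicate 1) to 0.05 (without male LKO replicate 4) for interferon-stimulated genes, from -0.24 (without male CRE- replicate 2) to 0.02 (without male CRE- replicate 1) for cGAS-STING components. In males they ran from -0.15 (without male CRE- replicate 3) to 0.6 (without male CRE- replicate 4) for macrophage and Kupffer cell markers, from -0.24 (without male CRE- replicate 3) to 0.36 (without male CRE- replicate 4) for T and NK cell markers, from -0.13 (without male CRE- replicate 2) to 0.12 (without male CRE- replicate 4) for B and plasma cell markers. For other male scores they ran from -0.41 (without male CRE- replicate 2) to 0.1 (without male CRE- replicate 3) for stellate cell and fibroblast markers, from -0.11 (without male CRE- replicate 3) to 0.06 (without male CRE- replicate 4) for hepatocyte-secreted protein genes, from -1.6 (without male CRE- replicate 3) to 0.96 (without male CRE- replicate 2) for pancreatic acinar markers. Male differences further ran from -0.33 (without male LKO replicate 4) to 0.77 (without male LKO replicate 1) for adipocyte markers, from -0.18 (without male LKO replicate 3) to 1.22 (without male LKO replicate 1) for male-biased liver genes. In females they ran from 1.29 (without female LKO replicate 1) to 1.88 (without female LKO replicate 2) for the inflammation-related list, from -1.02 (without female LKO replicate 2) to -0.73 (without female LKO replicate 1) for the oxidative phosphorylation list, from -1.3 (without female LKO replicate 2) to 0.51 (without female CRE- replicate 4) for skeletal muscle markers. Female list differences also ran from -2.93 (without female CRE- replicate 3) to 0.82 (without female CRE- replicate 2) for pancreatic acinar markers, from -0.46 (without female LKO replicate 2) to 0 (without female LKO replicate 1) for glucagon-stimulated hepatic genes, from -0.12 (without female CRE- replicate 4) to 0.13 (without female CRE- replicate 2) for X and Y chromosome sex markers. The sex difference ran from 1.38 (without female LKO replicate 1) to 1.96 (without female LKO replicate 2) for the inflammation-related list, from -1 (without female LKO replicate 2) to -0.72 (without female LKO replicate 1) for the xenobiotic metabolism list, from -0.97 (without female LKO replicate 2) to -0.67 (without female LKO replicate 1) for the oxidative phosphorylation list. The difference between the sexes also ran from 1.18 (without female LKO replicate 1) to 1.46 (without female LKO replicate 2) for the spermatogenesis list, from -0.32 (without male LKO replicate 2) to 0.01 (without female CRE- replicate 1) for cholangiocyte and progenitor markers, from -1.84 (without female CRE- replicate 3) to 1.01 (without female CRE- replicate 2) for pancreatic acinar markers. It ran from -0.86 (without male LKO replicate 1) to 0.52 (without male LKO replicate 3) for male-biased liver genes. The NES in males ran from -1.18 (without male CRE- replicate 3) to 0.92 (without male LKO replicate 4) for Toll-like receptor cascades, from -1.07 (without male CRE- replicate 3) to 0.89 (without male LKO replicate 3) for cytosolic DNA sensors, from -1.46 (without male CRE- replicate 3) to 1.1 (without male CRE- replicate 4) for chemokine receptors. Male scores also ran from -0.81 (without male CRE- replicate 3) to 1.79 (without male CRE- replicate 4) for NF-kappaB activation. The NES in females ran from -1.68 (without female LKO replicate 4) to 0.98 (without female LKO replicate 1) for translation, from -0.8 (without female CRE- replicate 2) to 1.32 (without female CRE- replicate 4) for the complement cascade, from -1 (without female LKO replicate 4) to 0.9 (without female CRE- replicate 4) for cytosolic DNA sensors. Female scores also ran from -1.25 (without female CRE- replicate 1) to 1.3 (without female LKO replicate 1) for glutathione conjugation, from -0.79 (without female LKO replicate 4) to 0.89 (without female LKO replicate 2) for the unfolded protein response. Male log2 fold changes ran from -0.01 (without male LKO replicate 3) to 0.31 (without male CRE- replicate 3) for Nek2, from -0.23 (without male LKO replicate 1) to 0.48 (without male CRE- replicate 4) for Plaur, from -0.64 (without male LKO replicate 2) to 0.14 (without male LKO replicate 1) for Cyp3a41b. The male fold changes also ran from -0.29 (without male CRE- replicate 3) to 0.47 (without male CRE- replicate 4) for Sting1, from -0.07 (without male LKO replicate 1) to 0.78 (without male CRE- replicate 4) for Ier3. Over all values of genes and counts with a mouse left out, 573 of 752 kept their call and direction, 96 were weaker, 2 stronger, 71 moved and 10 changed sign. Under the other alternatives 942 of 1082 kept them, 23 were weaker, 34 stronger, 77 moved and 6 changed sign. For the lists, 785 of 928 values with a mouse left out and 297 of 319 others kept their call and direction, and 39 and 10 changed sign. For the Reactome sets these were 352 of 416 and 102 of 156. With 3 mice against 4 the permutation tests have 35 arrangements, so a list call lost there does not by itself show a smaller effect.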

Differences from the paper's values

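The paper reports 339 DEGs in males, where edgeR gave 76, and the paper's 1812 DEGs in females compare with 710. The paper's 206 DEGs unique to males compare with 37, the paper's 1679 unique to females with 671, and the paper's 133 shared with 39. Among the alternatives set before the data were examined, DESeq2's Wald test gave 337, 1777, 207, 1647 and 130, all within 1.5 times the paper's values, and the paper's methods name this test. For the female counts, 3 further alternatives set before the data were examined came within 1.5 times. These were the replicate block (1244 and 1204), limma-voom with sample quality weights (1976 and 1906) and the fit without female LKO replicate 2 (1310 and 1272). The other alternatives did not, with 119 female DEGs with each sex fitted alone, 692 under RLE and 552 under upper-quartile normalization, 569 without a filter, 557 with at least 10 counts in every library, 51 at an adjusted p under 0.01 and 528 with an absolute log2 fold change of at least 1. For the male and the shared counts none but DESeq2 closed the gap. After the paper's values had been seen, 3 filters on low counts were tried under DESeq2. With genes that had at least 10 counts in at least 4 libraries, a filter chosen after seeing the values, the counts were 339, 1812, 206, 1679 and 133, the same as the paper's. With at least 10 counts in at least 3 libraries, also chosen after seeing the values, they were 344, 1812, 211, 1679 and 133, and with a total of at least 10 counts, chosen in the same way, 345, 1792, 213, 1660 and 132. The paper's text names no such filter.

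The paper counts 73 inflammation-related DEGs, of which edgeR called 25 in either sex. The paper's oxidative phosphorylation DEGs, about 16 in Figure S4a, read by eye, compare with 8, the paper's 29 xenobiotic metabolism DEGs with 17, and the paper's 28 xenobiotic metabolism genes reduced in females with 16. Of the alternatives set before the data were examined, DESeq2's Wald test (71, 14, 28 and 27), the replicate block (53, 15, 26 and 25), limma-voom with sample quality weights (56, 13, 27 and 26) and the fit without female LKO replicate 2 (56, 12, 23 and 22) were within 1.5 times the paper's values. The others were not. DESeq2 on genes with at least 10 counts in at least 4 libraries, chosen after seeing the values, gave 73, 16, 29 and 28. The filter on 3 libraries gave 73, 16, 28 and 27 and that on the total 72, 15, 28 and 27, both chosen after seeing the values.

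The paper's text reports no change of the xenobiotic metabolism set in males and names the complement set among those with opposite direction in the sexes. With Reactome sets in place of the hallmark sets, the xenobiotics set had an NES of 2.34 in males, and the complement cascade set had an NES of 1.02 in females and did not pass the threshold. The legend of Table S2 in the supporting document names male livers, while the methods name females, and 1811 of its 1811 genes tested had the sign of the female comparison.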

Other observations

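The tests of spread and of exons outside the deleted segment and those on splits of the mice were run on the results given above. Of these, the test of spread was chosen after the result was seen.

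The real split of the 8 mice of a sex gave the most DEGs. In edgeR 1 of the 35 splits of the male mice gave as many DEGs as the real one, namely itself, and every other split gave 0. For females it was 1 of 35, with at most 3 DEGs in any other split. With each sex fitted alone it was again 1 of 35 in each sex. Under DESeq2 it was 1 of 35 in males, where the next split gave 69, and 1 of 35 in females, where the next gave 791. For the 39 shared DEGs 1 of 100 splits drawn within the sexes gave as many. For the interaction in edgeR 3 of 100 splits gave as many genes at an unadjusted p under 0.05 as the 2672 of the real one, while no gene passed the adjusted threshold in the real split. For the interaction under DESeq2 1 of 50 splits drawn gave as many, and the next gave 254. The number of Reactome sets past the threshold is not beyond what other splits give, with as many in 3 of 35 splits of the males and 5 of 35 of the females, the real split included.

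Female DEGs fell from 710 to 119 when each sex was fitted alone. The median within-group variance of log2 CPM was 0.165 in female LKO mice, 0.0720 in female CRE- controls, 0.149 in male CRE- controls and 0.0507 in male LKO mice. The ratio of female LKO to the mean of the others was 1.82. Male CRE- controls had nearly the variance of female LKO mice, and yet male DEGs rose from 76 to 107 when fitted alone. The male fit lost as many libraries, so this rise argues against the smaller number of libraries as the whole cause of the female fall. A larger spread among female LKO mice remains open, given how close these variances are. The common biological coefficient of variation was 0.478 in female LKO mice, 0.403 in male CRE- controls, 0.309 in male LKO mice and 0.303 in female CRE- controls. Female LKO mice were highest in both measures, and the limit of 1.5 times the next group, which neither reached, was set after these values were seen. In simulated counts without changed genes and with that group's spread multiplied by 3, edgeR made 1 false call and DESeq2 83 in females.

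Gcgr counts in LKO mice were not near 0. Exons outside the deleted segment would leave a log2 ratio of -0.65 if the transcript were kept. The change in males lay 1.15 standard errors above this value and that in females 1.15 below. The counts may therefore come from reads on the remaining exons, in line with -0.65. A lower amount of transcript in females remains open, as does a share of reads from cells without Albumin-Cre.

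The respiratory electron transport set was higher in males with an NES of 2.24 with genes ranked by the edgeR statistic. In that ranking it was 1.24 after a trend with gene length was removed (adjusted p = 0.183, fgsea with Benjamini-Hochberg adjustment). With genes ranked by the DESeq2 statistic it was 1.2 without male CRE- replicate 3, the library with the strongest trend. The genes of this set are short, with a median of 998 bases. Gene length bias in that library may explain the male score, as the value of 1.24 allows. In females the score was -3.11 before and -3.23 after the same step, so length bias is excluded there. For the translation set in males the score was 3.27 after it (adjusted p = 2.56e-34, fgsea with Benjamini-Hochberg adjustment), and length bias is excluded as its whole cause.

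Cgas mRNA was at 0.607 ± 0.251 CPM (SD, n = 4) in female controls and 1.54 ± 1.30 CPM (SD, n = 4) in female LKO mice, a log2 fold change of 1.33 (SE 0.56, adjusted p = 0.174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.61 without female LKO replicate 1. Sting1 was at 4.87 ± 1.48 CPM (SD, n = 4) and 9.87 ± 4.32 CPM (SD, n = 4), a log2 fold change of 1.02 (SE 0.44, adjusted p = 0.185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their values in LKO mice and controls overlapped. In males the log2 fold changes were -1.07 (SE 0.56) and 0.02 (SE 0.44), the latter -0.29 without male CRE- replicate 3 and 0.47 without male CRE- replicate 4. Of the cGAS-STING components 5 genes were tested, and their list changed by 0.43 in females (exact permutation test, p = 0.0571) and -0.11 in males (exact permutation test, p = 0.6), where it was 0.02 without male CRE- replicate 1 and -0.24 without male CRE- replicate 2. In females 4 of the 5 genes were higher and 1 was lower. The 1 gene of the list that DESeq2's Wald test called in females was lower.

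The lists not given above changed as follows, as differences in mean log2 CPM between LKO mice and controls. Interferon-stimulated genes changed by -0.11 in males and 0.62 in females, T and NK cell markers by 0.05 and 0.46, and B and plasma cell markers by 0.00 and 0.36. Endothelial markers changed by 0.38 in males and 0.11 in females, stellate cell and fibroblast markers by -0.15 and 0.28, and cholangiocyte and progenitor markers by 0.45 and 0.26. Pancreatic acinar markers changed by -0.19 in males and -0.75 in females, and adipocyte markers by 0.24 and -1.13. Glucagon-stimulated genes changed by -0.58 in males and -0.22 in females, acute-phase genes by -0.86 and 0.62, and sex markers by -0.16 and -0.02. The genes the paper names changed by 0.51 in males and 0.80 in females, the latter with an exact permutation p of 0.0286. Apart from that value, none of the lists named so far in this paragraph had an exact permutation p under 0.05 in either sex. Hepatocyte-secreted protein genes changed by -0.02 in males and -0.37 in females (exact permutation test, p = 0.0286 in females), and male-biased genes by 0.21 in males (exact permutation test, p = 1). Macrophage and Kupffer cell markers changed by 0.23, proliferation markers by 0.25 and liver tumour and oncofetal genes by 0.99 in males, erythroid markers by 0.34 and skeletal muscle markers by -0.48 in females, and female-biased genes by 0.68 in males, none of them at an exact permutation p under 0.05. Several of these values changed sign or moved by more than 1.5 times without a mouse, and a value that did so is given for each. Endothelial markers were at 0.25 and sex markers at -0.02 without male CRE- replicate 1, and B and plasma cell markers at -0.13 and pancreatic acinar markers at 0.96 without male CRE- replicate 2. T and NK cell markers were at -0.24, stellate cell and fibroblast markers at 0.10, the genes the paper names at 0.25 and macrophage and Kupffer cell markers at -0.15 without male CRE- replicate 3, and hepatocyte-secreted protein genes at 0.06 without male CRE- replicate 4. Proliferation markers were at 0.08 and female-biased liver genes at 0.02 without male LKO replicate 1, and male-biased liver genes at -0.18 and liver tumour and oncofetal genes at 0.62 without male LKO replicate 3. Interferon-stimulated genes were at 0.05 and adipocyte markers at -0.33 without male LKO replicate 4, and endothelial markers at 0.01 without female CRE- replicate 1. T and NK cell markers were at 0.22, pancreatic acinar markers at 0.82 and sex markers at 0.13 without female CRE- replicate 2, and cholangiocyte and progenitor markers at 0.13 without female CRE- replicate 3. Skeletal muscle markers were at 0.51 without female CRE- replicate 4, and interferon-stimulated genes at 0.35, stellate cell and fibroblast markers at 0.10, glucagon-stimulated genes at 0.00 and hepatocyte-secreted protein genes at -0.21 without female LKO replicate 1. Adipocyte markers were at -1.77 without female LKO replicate 2, and B and plasma cell markers at 0.09 without female LKO replicate 3. Acute-phase genes were at 0.11 and erythroid markers at 0.10 without female LKO replicate 4. Male-biased liver genes in males were at 1.22 without male LKO replicate 1, and the other 3 male LKO mice (6.86, 7.06 and 6.84) were above every male control (5.26 to 5.92).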
